# Transmembrane Prolyl 4-Hydroxylase is a Novel Regulator of Calcium Signaling in Astrocytes

**DOI:** 10.1523/ENEURO.0253-20.2020

**Published:** 2021-01-05

**Authors:** Nadiya Byts, Subodh Sharma, Jenny Laurila, Prodeep Paudel, Ilkka Miinalainen, Veli-Pekka Ronkainen, Reetta Hinttala, Kid Törnquist, Peppi Koivunen, Johanna Myllyharju

**Keywords:** calcium signaling, hypoxia-inducible factor, prolyl 4-hydroxylase, vesicular exocytosis

## Abstract

Prolyl 4-hydroxylases (P4Hs) have vital roles in regulating collagen synthesis and hypoxia response. A transmembrane P4H (P4H-TM) is a recently identified member of the family. Biallelic loss of function P4H-TM mutations cause a severe autosomal recessive intellectual disability syndrome in humans, but functions of P4H-TM are essentially unknown at cellular level. Our microarray data on *P4h-tm*^−/−^ mouse cortexes where P4H-TM is abundantly expressed indicated expression changes in genes involved in calcium signaling and expression of several calcium sequestering ATPases was upregulated in *P4h-tm*^−/−^ primary mouse astrocytes. Cytosolic and intraorganellar calcium imaging of *P4h-tm*^−/−^ cells revealed that receptor-operated calcium entry (ROCE) and store-operated calcium entry (SOCE) and calcium re-uptake by mitochondria were compromised. HIF1, but not HIF2, was found to be a key mediator of the P4H-TM effect on calcium signaling. Furthermore, total internal reflection fluorescence (TIRF) imaging showed that calcium agonist-induced gliotransmission was attenuated in *P4h-tm*^−/−^ astrocytes. This phenotype was accompanied by redistribution of mitochondria from distal processes to central parts of the cell body and decreased intracellular ATP content. Our data show that P4H-TM is a novel regulator of calcium dynamics and gliotransmission.

## Significance Statement

Transmembrane prolyl 4-hydroxylase (P4H-TM) is a recently identified member of the P4H family. Biallelic loss of function P4H-TM mutations cause a syndromic form of severe cognitive impairment in humans. Here, we demonstrate for the first time that inactivation of P4H-TM in astrocytes disturbs calcium signaling in a HIF1-dependent manner. The observed changes in calcium signaling were accompanied by attenuated vesicular exocytosis. These findings suggest that abnormal calcium signaling resulting from P4H-TM inactivation may be involved in the molecular basis of a severe human intellectual disability syndrome. Therefore, future studies to unravel the exact molecular mechanisms how P4H-TM affects calcium signaling and what effects P4H-TM has on astrocyte functions in healthy and various disease conditions will be of interest.

## Introduction

The prolyl 4-hydroxylase (P4H) family of enzymes includes the collagen P4Hs and hypoxia-inducible factor (HIF) P4Hs that have vital roles in collagen synthesis and in the regulation of the hypoxia response, respectively (Myllyharju, 2008, 2013; Ratcliffe, 2013; Ivan and Kaelin, 2017). HIFs (HIF1, HIF2, and HIF3) are heterodimeric transcription factors consisting of an oxygen-sensitive α-subunit and a constitutive β-subunit. HIF-P4Hs hydroxylate two prolyl residues located in the oxygen-dependent degradation domain (ODDD) of the HIFα subunit in normoxia. Hydroxylation leads to von Hippel–Lindau (VHL)-targeted degradation of HIFα, which suppresses the transcription of hypoxia responsive genes in normoxia. In contrast, HIF-P4Hs are inactivated in hypoxia, which leads to stabilization and accumulation of HIF and induction of hypoxia responsive genes. Originally three members of the HIF-P4H family were identified: HIF-P4H-1, HIF-P4H-2, and HIF-P4H-3 (also known as PHD1, PHD2, and PHD3 or EGLN2, EGLN1, and EGLN3; Myllyharju, 2013; Ratcliffe, 2013; Ivan and Kaelin, 2017).

Our laboratory was among the first to clone and characterize a human transmembrane P4H (P4H-TM), a distinct member of the P4H family (Oehme et al., 2002; Koivunen et al., 2007). P4H-TM contains a transmembrane domain toward its N terminus and we showed that it is located in the endoplasmic reticulum (ER) membranes with its catalytic site inside the lumen (Koivunen et al., 2007). The cellular location suggested that P4H-TM could be a collagen P4H and the P4H-TM amino acid sequence also resembled more closely those of the collagen P4Hs than the HIF-P4Hs (Koivunen et al., 2007). However, P4H-TM lacked the peptide-substrate-binding domain of the collagen P4Hs (Myllyharju and Kivirikko, 1999), and it did not hydroxylate collagen polypeptides *in vitro* (Koivunen et al., 2007). Instead, like HIF-P4Hs, P4H-TM has been shown to regulate the oxygen-dependent stability of HIFα *in cellulo* and to hydroxylate the HIFα ODDD *in vitro* (Koivunen et al., 2007). However, P4H-TM did not show as strict target proline specificity in the hydroxylation of the HIFα ODDD as the HIF-P4Hs (Koivunen et al., 2007). Analyses of *P4h-tm*^−/−^ mice have shown that P4H-TM affects erythropoiesis (Laitala et al., 2012), tumor angiogenesis (Klotzsche-von Ameln et al., 2013), renal and retinal development (Leinonen et al., 2016) and behavior (Leinonen et al., 2019) in mouse, and that some of these phenotypic abnormalities are not likely to be HIF-mediated. Therefore, it has been suggested that P4H-TM may have additional, yet uncharacterized substrates (Koivunen et al., 2007; Leinonen et al., 2016, 2019).

P4H-TM was shown to be highly expressed in the brain in comparison to other tissues (Koivunen et al., 2007; Leinonen et al., 2016), nevertheless its function in the brain is unknown. The cellular functions of P4H-TM in brain cells are of considerable interest because loss-of-function P4H-TM mutations have been shown to cause a human HIDEA syndrome characterized by hypotonia, intellectual disability, and eye abnormalities (Kaasinen et al., 2014; Rahikkala et al., 2019). Therefore, in the current study we sought to reveal cellular functions and pathways controlled by P4H-TM in brain cells, which potentially could affect brain function.

Taking into consideration the important secretory role of astrocytes in the brain and their ability to signal to neurons and neighbor astrocytes through the vesicular release of neuroactive and glia active substances (gliotransmission) in a calcium-dependent manner (Bezzi and Volterra, 2001; Oliet et al., 2001; Lalo et al., 2014; Vardjan and Zorec, 2015), we chose astrocytes as a cellular system. We investigated the effects of the lack of P4H-TM on calcium dynamics and vesicular exocytosis by imaging live cortical astrocytes from wild-type (WT) and P4H-TM knock-out (KO) mice and demonstrated the importance of P4H-TM for both processes. Our data also show that HIF1 is the key mediator of this P4H-TM function.

## Materials and Methods

### Animals and ethics approval

*P4h-tm*^−/−^, *Hif-p4h-1*^−/−^, *Hif-p4h-3*^−/−^, and *Hif-p4h-2* hypomorph mice (Hyvärinen et al., 2010; Laitala et al., 2012; Ullah et al., 2017) and their corresponding WT controls were used for cortical dissection and isolation of primary astrocytes. In the hypomorph *Hif-p4h-2* mouse line (full KO of this gene is embryonic lethal) the *Hif-p4h*-2 gene is disrupted by a GeneTrap (gt) insertion cassette, but because of partial skipping of the insertion cassette varying amounts of WT *Hif-p4h-2* mRNA is generated from the gene-trapped alleles in different tissues (Hyvärinen et al., 2010). Animal experiments were approved by the Animal Experiment Board of Finland, following the regulations of the EU Directive 86/609/EEC, the European Convention ETS123, and the national legislation of Finland. The recommendations given by the Federation of European Laboratory Animal Science Associations and the Finnish and EU legislations concerning laboratory animal experiments and handling were followed.

### Microarray

The GeneChip experimental procedures were performed according to the Affymetrix GeneChip Expression Analysis Technical Manual. Shortly, total RNA was extracted from cortical tissue using TriPure isolation reagent (Roche Applied Science). Double-stranded DNA was synthesized using 8 μg of total RNA as a template by means of the One-cycle cDNA synthesis kit (Affymetrix) and T7-(dT)24 primer, and the DNA was purified using the GeneChip Sample Cleanup Module (QIAGEN). *In vitro* transcription was performed to produce biotin-labeled cRNA using an IVT labeling kit (Affymetrix) according to the manufacturer’s instructions. Biotinylated cRNA was cleaned with a GeneChip Sample Cleanup Module (QIAGEN), fragmented to 35–200 nt, and hybridized to Affymetrix Mouse Genome 430_ 2.0 arrays, which contain ∼45,000 mouse transcripts. After washing, the array was stained with streptavidin–phycoerythrin (Invitrogen), and the staining signal was amplified with biotinylated anti-streptavidin (Vector Laboratories) and a second staining with streptavidin–phycoerythrin and then scanned on a GeneChip Scanner 3000. Hybridization signal intensities were quantified using Affymetrix GeneChip Operating System (Affymetrix). CEL files and the probe annotation files were downloaded, and the gene expression data of all samples were normalized using the GenePattern software (freely available software package developed at the Broad Institute of MIT and Harvard (http://genepattern.broadinstitute.org; Reich et al., 2006). Normalized expression ratio data were further analyzed using the Gene Set Enrichment Analysis (GSEA) to identify significantly enriched groups of genes. Kyoto Encyclopedia of Genes and Genomes (KEGG) database and Reactome Knowledgebase was used for analysis and expression values between WT and P4H-TM KO cortexes were compared. Gene datasets were considered to be significantly enriched according to GSEA default settings, *p *<* *0.05.

### Data availability

The microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO; Edgar et al., 2002) and are accessible through GEO Series accession number GSE126425.

### Primary cortical astrocytes

Primary cortical astrocyte cultures were prepared as described (McCarthy and de Vellis, 1980) from 1- to 2-d-old *P4h-tm*^−/−^, *Hif-p4h-1*^−/−^, *Hif-p4h-2* hypomorph, and *Hif-p4h-3*^−/−^ mice and their WT controls. The pups were taken for cell culture isolation regardless of their gender. The mice were killed via decapitation, and cortexes were removed of the meninges, dissected and trypsinized. After mechanical trituration, the cell suspension was passed through a 40-μm cell strainer and plated on poly-d-lysine-coated dishes in a density of 25,000 cells/cm^2^ in DMEM (Lonza) containing 1 g/l glucose and supplemented with 1% penicillin/streptomycin and 20% fetal calf serum (FCS). Cultures were established from cells pooled from one to four animals of the same genotype. The cultures were grown at 37°C under 5% CO_2_/95% air and 90% humidity in 10% FCS-containing medium, with medium being exchanged every second day. After 9–10 d, the cells were trypsinized and passaged. The cells were used from the first or second passage (two to three weeks in culture) for the experiments. Enrichment for astroglial cells was ∼90% under these culture conditions, microglia content was ∼4% and neuronal content ∼2% as detected by immunocytochemistry for GFAP, CD11b, and β-Tubulin III cell-type markers, respectively (data not shown). The cells were treated with ATP (Sigma), thapsigargin (TG; BioVision), 2-aminoethoxydiphenyl borate (2-APB; Tocris), ionomycin (BioVision), puromycin (Sigma), anisomycin (Sigma), and EGTA (Sigma). The treatment times and doses used are described in the figure legends of the respective experiments.

### Oxygen-glucose deprivation (OGD) treatment

In OGD treatment, medium was changed to DMEM containing no glucose (ThermoFisher) and supplemented with 1% penicillin/streptomycin and 10% FCS and the cells were grown at 37°C under 5% CO_2_/1% O_2_ for the periods of time indicated in the figure legends.

### qRT-PCR

Total RNA was isolated using TriPure isolation reagent (Roche Applied Science) and further purified with an EZNA total RNA kit (Omega Biotek), and reverse transcription was performed with an iScript cDNA synthesis kit (Bio-Rad Laboratories). qRT-PCR was performed with iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories) and a CFX96 Touch real-time PCR detection system, using primer sets listed in Table 1.

**Table 1:** Sequences of the qRT-PCR primers

Gene	Forward primer	Reverse primer
P4H-TM	AGCCAGTGCCAACCTTG	AAGCCTGGGATTTCAAAAAG
β-Actin	CAATAGTGATGACCTGGCCGT	AGAGGGAAATCGTGCGTGAC
PMCA2	AGAGATAGACCACGCAGAGC	CTGGGAATCTTCGATCCGGA
PMCA3	GCAGGACGTGACTCTCATCA	CACCAGACACATTCCCACAG
PMCA4	CTTAATGGACCTGCGAAAGC	ATCTGCAGGGTTCCCAGATA
Orai1	TTACTCCGAGGTGATGAGCC	TGGTGGGTAGTCATGGTCTG
Orai2	AGCTACCTGGAACTCGTCAC	CAAACAGATGCACGGCTACC
Orai3	CCAACGACTGCACAGATACG	GCTTTGGAAGGCTGTTGTGA
STIM1	ACGATGCCAATGGTGATGTG	CACCTCATCCACAGTCCAGT
STIM2	CAATCGTGCCACAGTTTCCA	GGCAACTTGACACAGACAGG
SEC61A	GCTCCTGTGCATTCTTCTCC	GGAAGTCAGCCAGGACAGAG
SEC61B	CCGTTCTTAGGCATCAGCAT	TTCTCTGCCGAACAGTGGAT
SEC61G	CGGTTCTCTCCTGAGCTACG	TAACCAGCCGAATTGAGTCC
SERCA2A	GCTCCATCTGCTTGTCCATG	TTTCGGGCCACAAACTTGAG
SERCA2B	CTGTGGAGACCCTTGGTTGT	CAGAGCACAGATGGTGGCTA
SERCA3	CCACTCTCCTGCATCTCCTC	TCCAATCCCTCAGACACACA
SPCA1	Quantitect primer assays (QIAGEN: QT00166278, QT01542072, QT01542079)	
MCU	CGCCAGGAATATGTTTATCCA	CTTGTAATGGGTCTCTCAGTCTCTT
MICU1	GAACTAGCTGTGGGCTCTCG	GGTGGCAAAATATCGGAAAA
MCUR1 HIF1α	AGCCCTCAGAGCAGAAAATG GGCGAGAACGAGAAGAAAAA	CCAGCATCTTCTTCTCGTTCA AAGTGGCAACTGATGAGCAA

### Western blot analysis

To prepare protein samples from primary cortical astrocytes for Western blot analysis, the cells were scraped in lysis buffer (50 mm Tris-HCl, pH 8.0, 50 mm NaCl, 1% Triton X-100, and 1 mm dithiothreitol) supplemented with protease and phosphatase inhibitor cocktails (Roche) at 4°C. The samples were homogenized via mechanical trituration through a 27-G needle, and the lysates were subjected to SDS-PAGE analysis. The protein concentration of the samples was determined using a Bio-Rad protein assay dye reagent concentrate (Bio-Rad Laboratories) or NanoDrop 2000 spectrophotometer (ThermoScientific). For detection of small molecular weight proteins, such as SEC61B and SEC61G subunits, the samples were loaded on 10–20% Mini-Protean Tris-Tricine Gels (Bio-Rad Laboratories), while for detection of higher molecular weight proteins, such as HIF1α, SERCA2 and PMCA3, the samples were loaded on 8% Tris-glycine SDS-PAGE gels. Otherwise, 10% SDS-PAGE gels were used. Proteins were transferred onto nitrocellulose or PVDF membranes using standard methods. The blots were probed with antibodies recognizing ATP2A2/SERCA2 (Cell Signaling, D51B11), ATP2A3/SERCA3 (Boster Biological Technology, RP1055), PMCA2 (ATP2B2, St John’s Laboratory, STJ28955), PMCA3 (G-6; Santa Cruz, sc-390148), SEC61A (Abcam, ab183046), SEC61B (Protein Tech, 15 087-I-AP), SEC61G (Protein Tech, 11147-2-AP), phospho-elF2α pSer51 (Thermo Scientific, MA5-15 133), elF2α (Invitrogen, AHO1182), diphosphorylated Erk1/2 (Sigma-Aldrich, M8159), Erk1/2 (Sigma-Aldrich, M5670), phospho-p38 MAPK (Cell Signaling Technology, 4511S), p38 MAPK (Cell Signaling Technology, 9212S), NDUFS3 (Abcam, ab14711), ATP5A (Abcam, ab14748), UQCRC2 (Abcam, ab14745), COX I (Molecular Probes, A6403), SDHA (Abcam, ab14715), HIF1α (Abcam, ab2185), HIF2α (Abcam, ab199), GFP (Abcam, ab13970), or synaptobrevin 2 (Syb2; Vamp2, Abcam, ab3347). Staining for β-actin (Novus Biologicals, NB600-501) was used as a control for protein loading. The blots were quantified using Fiji-ImageJ software (a Java-based public domain software). The densitometry data were normalized to β-actin.

### Live cell imaging of cellular calcium dynamics

Astrocytes were grown on cell culture dishes with a glass bottom (Greiner; 65,000 cells/cm^2^). The cells were loaded with Fluo-4 A.M. (4 μm, Invitrogen) for 20 min and then incubated for a further 30 min in 37°C before measurement. Imaging was performed in normal extracellular solution (NES) containing 136 mm NaCl, 2.5 mm KCl, 10 mm HEPES, 1.3 mm MgCl_2_, 10 mm glucose, and 2 mm CaCl_2_, pH 7.3 (Royle et al., 2008) as described previously (Terunuma et al., 2015). In some experiments, extracellular calcium was chelated with 2 mm EGTA added into the buffer. Fluorescence images were acquired with a Zeiss Cell Observer Spinning Disk Confocal microscope using epifluorescence illumination (excitation filter bandpass 470/20 nm, emission 525/50 nm), LD LCI Plan-Apochromat 25×/0.8W objective, Zen 2012 Blue software (Carl Zeiss) and Hamamatsu ORCA-R2 camera (Hamamatsu). Images were captured at 1-s intervals for up to 2 min (in some experiments up to 4 min) in 37°C and 5% CO_2_. Image data were analyzed by Zen 2012 Blue software and subsequently by OriginPro 2016 software (OriginLab). The change in intracellular free calcium concentration ([Ca^2+^]_i_) is represented by relative fluorescence intensity [(F_1_ – F_0_)/F_0_, relative unit (r.u.)] (F_0_, at rest; F_1_, after administration of drugs, background subtracted) in the selected cytoplasmic or nuclear parts of the cells.

### Intraorganellar calcium imaging

Astrocytes were grown on cell culture dishes with a glass bottom (Greiner; 65,000 cells/cm^2^). To assess ER Ca^2+^ concentration ([Ca^2+^]_er_) and mitochondrial Ca^2+^ concentration ([Ca^2+^]_m_), the astrocytes were co-transfected with the plasmids pCMV R-CEPIA1er and pCMV CEPIA2mt using Lipofectamine 2000 (Invitrogen) as described (Rao et al., 2015). These plasmids are calcium-measuring organelle-entrapped protein indicators and were a gift from Masamitsu Iino (Addgene plasmids #58216 and #58218, respectively; Suzuki et al., 2014). Imaging was performed in NES solution 24 h after transfection. Fluorescence images were acquired with Zeiss Cell Observer Spinning Disk Confocal microscope, LD LCI Plan-Apochromat 25×/0.8W objective, Zen 2012 Blue software and Hamamatsu ImagEM EM-CCD camera. Images were captured at 1-s intervals for up to 2 min in 37°C and 5% CO_2_. The following excitation/emission wavelengths were used: pCMV CEPIA2mt (excitation 488 nm, emission 525/50 nm) and pCMV R-CEPIA1er (excitation 561 nm, emission 629/62 nm). Ca^2+^-insensitive fluorescence was subtracted from each wavelength before calculations to normalize fluorescence values. The values were then plotted against time and shown as F_1_/F_0_ (F_0_, at rest; F_1_, after administration of ATP, background subtracted). The peak fluorescence and peak time were measured for each plot. The change in intraorganellar free calcium concentration ([Ca^2+^]_er_ and [Ca^2+^]_m_) was assessed for each individual cell as peak fluorescence from the corresponding plot ([1 – F_1_/F_0_, r.u.], and [F_1_/F_0_ – 1, r.u.], respectively).

### HIF1α and HIF2α siRNA transfection

The sequences of siRNA targeting mouse HIF1α and HIF2α were predesigned by Sigma (RNAi ID: SASI_Mm01_00070476 and SASI_Mm01_00070480 for HIF1α, SASI_Mm01_00144144 and SASI_Mm02_00317873 for HIF2α). Cyanine 5 fluorescent group was added to 5′ end of the sense strand. MISSION siRNA Fluorescent Universal Negative Control #1, Cyanine 5 (SIC005, Sigma) was used as a negative control. Astrocytes were transfected with the siRNA using X-tremeGENE siRNA Transfection reagent (Sigma) according to the manufacturer’s instructions. After treatment with siRNA, the cells were incubated at 37°C with 5% CO_2_/95% air for further 24 h. At this time point, the majority of cells were Cyanine 5 positive.

### Total internal reflection fluorescence (TIRF) microscopy

Vesicular exocytosis in primary astrocytes was studied by an optical method (Miesenböck et al., 1998; Sankaranarayanan et al., 2000) by imaging of a superecliptic Syb2-pHluorin. The Syb2-pHluorin plasmid was kindly provided by Prof. Gero Miesenböck. Astrocytes plated on cell culture dishes with a glass bottom (65,000 cells/cm^2^) were transfected with the Syb2-pHluorin plasmid using Lipofectamine 2000 (Invitrogen), and 24 h later, time-lapse TIRF imaging was performed. During imaging cells were incubated in an environmental control system set to 37°C and 5% CO_2_ in the NES-buffer. Zeiss Cell Observer Spinning Disk Confocal microscope equipped with Laser TIRF3 module and alpha Plan-Apochromat 63×/1.46 objective (Carl Zeiss) was used for TIRF imaging in combination with Hamamatsu ORCA-R2 camera (Hamamatsu) controlled by Zen 2012 Blue software. Excitation laser wavelength was 488 nm, and images were acquired through a 525/31-nm bandpass filter at the rate of one image per second. When focusing on the cell, multiple fusion/release events of Syb2-pHluorin-positive vesicles over time were observed as a sudden appearance of spot-like fluorescent signal in evanescent field followed by diffusion of signal in the vicinity. We quantified automatically the number of Syb2-pHluorin fluorescent spots by thresholding the signals that were significantly brighter than the cellular background per time frame in TIRF movies. Analysis of TIRF movies was performed using Zen 2012 Blue software and particle analyzer algorithm implemented as a plugin in Fiji (Schindelin et al., 2012). Data are presented as the number of exocytotic events per μm^2^ of cellular surface over time, typically 2 min. When indicated, data are normalized by resting levels, and are presented as ratio between the number of evoked exocytotic events per μm^2^ and the number of baseline exocytotic events per μm^2^ over time. For statistical analysis of both the raw and normalized data, the area under the curve was counted using the GraphPad Prizm software.

### Quantification of intracellular ATP level

Whole-cell lysates from cultured primary cortical astrocytes were prepared in a 50 mm Tris-HCl, pH 8.0, 50 mm NaCl, 1% Triton X-100, and 1 mm dithiothreitol lysis buffer supplemented with protease inhibitor cocktail (Roche). The ATP amount was quantified in aliquots of 2.5 μg of protein using ATP determination kit (Invitrogen) according to the manufacturer’s instructions. Luminescence was measured using Infinite M1000 Pro multi-mode microplate reader (Tecan) and ATP concentrations were calculated according to the manufacturer’s instructions. ATP standard curves were established in each experiment.

### Determination of ATPase activity

Whole-cell lysates were prepared from the primary cortical astrocytes as described above for the ATP quantification. Contamination with inorganic phosphate (Pi) was removed via incubation of the lysate with Pi Bind resin (Innova Biosciences) for 2 h at +4°C. ATPase activity was quantified in aliquots of 10 μg of protein using ATPase assay kit (Innova Biosciences) according to the manufacturer’s instructions. The amount of Pi released was quantified colorimetrically at 630 nm using Infinite M1000 Pro multi-mode microplate reader (Tecan). Pi standard curve was established in each experiment.

### Monitoring of intracellular oxygen content

Intracellular oxygen was assessed using the oxygen-sensitive probe MitoXpress-Intra (LuxelBiosciences). The measurement is based on the ability of O_2_ to quench the emission of the probe, which is taken by endocytosis. Cultured primary cortical astrocytes at full confluence were loaded with MitoXpress-Intra (10 μg/ml) and incubated for further 20 h either in normoxic or OGD conditions. Intracellular O_2_ was then measured using the time-resolved fluorescence mode of the FLUOstar Omega microplate reader (BMG Labtech) according to manufacturer’s instructions, with excitation performed at 340 nm and emission collected at 655 nm. Phosphorescent intensities were measured at delay times of 30 and 70 ms. The ratio of these intensities was subsequently converted into oxygen content in cellular monolayer using the plate reader software MARS with predefined templates.

### Analysis of mitochondrial membrane potential

Mitochondrial membrane potential was measured based on the accumulation of tetramethylrhodamine methyl ester (TMRM) fluorescence using FLUOstar Omega microplate reader and the Mitochondrial Membrane Potential Assay kit (Cell Signaling) according to the manufacturer’s instructions. TMRM is a cell membrane permeable cationic dye, which accumulates electrophoretically into mitochondria in response to the negative mitochondrial Δψ (Ehrenberg et al., 1988). Primary cortical astrocytes were loaded with 150 nm TMRM (Sigma) for 5 min in an assay buffer containing 80 mm NaCl, 75 mm KCl, 25 mm d-glucose, and 25 mm HEPES, pH 7.4. Fluorescence was measured on the plate reader at excitation 544 nm and emission 590 nm. In order to control for plasma membrane potential variations, each assay was performed in parallel as above with a 15-min preincubation with 10 μm carbonyl cyanide 3-chlorophenylhydrazone (CCCP; Sigma). All data were expressed as the total TMRM fluorescence minus the CCCP treated TMRM fluorescence.

### Blue native (BN) electrophoresis

Mitochondrial protein complex samples for BN-PAGE were prepared from cultured primary cortical astrocytes as previously described (Nijtmans et al., 2002). Digitonin (2 mg/ml)-treated cell pellets were solubilized in 1.5 m aminocaproic acid, 50 mm Bis-Tris-HCl, pH 7.0, and 1% dodecylmaltoside. The samples were incubated on ice for 15 min and centrifuged at 20,000 × *g* for 20 min to remove insolubilized material. Supernatants containing the mitochondrial protein complexes were collected. BN–PAGE electrophoresis and blotting were performed as previously described (Ugalde et al., 2004). Briefly, 20-μg samples were combined with 5% Serva blue G and separated on 5–15% gradient acrylamide gel. The proteins were transferred to a nitrocellulose membrane by semi-dry protein transfer. Western blotting was performed using antibodies against NDUFS3 (Abcam, ab14711), ATP5A (Abcam, ab14748), UQCRC2 (Abcam, ab14745), COX I (Molecular probes, A6403), and SDHA (Abcam, ab14715).

### Transmission electron microscopy (TEM)

TEM was conducted as previously described (Konzack et al., 2015). The primary cortical astrocytes were fixed in 1% glutaraldehyde and 4% formaldehyde mixture in 0.1 m phosphate buffer for 10 min. The cells were detached, and fixation was continued for 1 h. After fixation, the cells were centrifuged, immersed in 2% agarose in distilled water, postfixed in 1% osmium tetroxide, dehydrated in acetone, and embedded in Epon LX 112 (Ladd Research Industries). Thin sections were cut with a Leica Ultracut UCT ultramicrotome, stained in uranyl acetate and lead citrate, and examined in a Tecnai G2 Spirit TEM (FEI Europe). Images were captured by using a Quemesa CCD camera (Olympus Soft Imaging Solutions GmbH) and analyzed with a Tecnai G2 Spirit 120 kV TEM with Veleta and Quemesa CCD cameras and a Philips CM100 equipped with CCD camera 23.

### Mitochondrial morphometry

TEM images were analyzed using iTEM software. Mitochondrial morphologic characteristics including the number of mitochondria per square area of the cell, area of individual mitochondrion, length or aspect ratio (the ratio between the major and minor axes of the ellipse equivalent to the mitochondrion), degree of branching or form factor [defined as (P_m_^2^)/(4πA_m_), where P_m_ is the length of mitochondrial outline and Am is the area of mitochondrion] were quantified as previously described (Mortiboys et al., 2008). In addition, the number of electron-lucent (clear) coated and uncoated vesicular structures per square area of the cell, as well as average area of these vesicles were quantified.

### Immunostaining for Tom20

Primary cortical astrocytes grown on poly-d-lysine-coated coverslips were fixed with 20% methanol for 7 min and permeabilized with 0.1% Triton X‐100/PBS for 15 min. The cells were then incubated in 5% bovine serum albumin (BSA)/PBS blocking solution for 30 min and subsequently incubated with a Tom20 antibody (Cell Signaling, 42406S) diluted in blocking solution overnight at +4°C. After washing, the fluorescent Cy3-conjugated secondary antibody (Jackson ImmunoResearch) were diluted in 1% BSA/PBS and applied for 1 h at room temperature. Immunofluorescence data were obtained using Zeiss Axio Scope.A1 fluorescence microscope with a Zeiss AxioCam MRm Camera (Carl Zeiss) equipped with Zen 2011 Blue software. To estimate mitochondria distribution in the cells the number of cells with clear mitochondrial staining in distal processes (phenotype 1) and the number of cells with distal processes virtually devoid of any staining (phenotype 2) were quantified as percent to the total number of cells.

### Experimental design and statistical analysis

Experimental design and details on the number of animals and samples used in each individual experiment are specified in the figure legends. Data, expressed as mean ± SEM, were analyzed using the GraphPad Prism statistical analysis software. The data were checked for Gaussian distribution using the D'Agostino–Pearson omnibus normality test or Shapiro–Wilk normality test. In case of comparison between two groups, unpaired two-tailed Student’s *t* test was performed. When comparisons were done between three or more groups, the data were analyzed using one-way ANOVA test with subsequent *post hoc* tests. Values of *p* < 0.05 were considered statistically significant.

## Results

### Expression of several genes involved in calcium signaling, in particular certain calcium sequestering ATPases, is altered in P4H-TM KO mice

We have recently shown high abundance of P4H-TM expression in the cortex, amygdala, hippocampus and hypothalamus in adult mice (Leinonen et al., 2016). 

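Cortical RNA of male WT mice and P4H-TM KO littermates aged 2.5 months was hybridized to Affymetrix mouse genome arrays, with the RNA of 4 mice pooled on 1 array per genotype. With 1 array per genotype, no difference has a replicate check, and no p-value is given, nor an SD or SE between animals. P4htm, the targeted gene, had a log2 value of 11.05 in WT and 9.10 in P4H-TM KO on its brighter probe set, which is 3.86-fold lower in P4H-TM KO, and its other probe set differed by −1.64. Where these probe sets lie relative to the disrupted part of the gene was not examined here. Of 11730 genes with a signal at or above the median of all probe sets, 74 were at least 1.5-fold higher in P4H-TM KO and 6 were at least 1.5-fold lower. Without this filter the counts were 111 and 27, with the filter on the higher of the 2 arrays, chosen after the values were seen, they were 84 and 10, and of all 18193 genes 8360 had higher and 8914 lower values at any size. The lower genes above the filter were Spink8, P4htm, Abhd14b, Pxylp1, Etnppl and Abhd14a, of which the last 3 fell short of 1.5-fold with probe sets averaged, at −0.46, −0.305 and −0.455. The genes with the highest values in P4H-TM KO relative to WT were Kcnj13 and Kcne2, which encode potassium channel subunits, and Folr1, which encodes a folate receptor, with log2 differences of 2.21, 2.13 and 1.87.
Markers of the choroid plexus, the epithelium that forms the cerebrospinal fluid, had a median log2 difference of 1.525, and 13 of 14 measured members were at least 1.5-fold higher in P4H-TM KO. Of the 74 higher genes, 11 were on this list and 6 were on the list of meninges markers. Each list names 15 genes, so these counts do not show how many other higher genes come from those tissues. All 14 measured oligodendrocyte markers had lower values in P4H-TM KO, with a median difference of −0.26 and none at 1.5-fold. Astrocyte markers had a median of −0.06, with 13 of 17 members lower.
The authors normalized the arrays and deposited log2 values rounded to 2 decimals, with RMA named in the submitters' processing notes. In the table, 34958 probe sets carry 1 gene symbol, and 18193 genes were each represented by their probe set with the highest mean signal. Between probe sets of one gene, the log2 difference had a pooled SD of 0.10 over 5101 genes, which describes this pair of arrays and not the spread between animals. A gene list is described by its median difference and by the percentile of that median among 10000 random lists of the same size and similar signal. The number of arrays limits the precision.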

To study the functional role of P4H-TM in the brain, we first performed microarray experiments of cortical tissue isolated from WT and P4H-TM KO (*P4h-tm*^−/−^) mice. 

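In the calcium signaling list, 60 of 150 measured genes had higher and 85 had lower values in P4H-TM KO than in WT, and the median log2 difference was −0.02. Trhr and Oxtr, the receptors of thyrotropin-releasing hormone and oxytocin, were the 2 members at least 1.5-fold higher, by 1.18 and 0.64 on the log2 scale, and no member was 1.5-fold lower. A dimmer probe set of Trhr differed by −0.14 and one of Oxtr by 0.03, and with probe sets averaged neither gene reached 1.5-fold, at 0.52 and 0.335. The lowest values relative to WT among members with sufficient signal were those of the sodium/calcium exchanger gene Slc8a2, at −0.27, and the ryanodine receptor gene Ryr1, at −0.23, with 0.10 on its other probe set. In membrane trafficking, 68 of 121 genes had higher and 48 lower values, with a median of 0.01. Dab2, a clathrin adaptor, was 1.5-fold higher on its brightest probe set, with a difference of 0.75, but its probe sets ranged down to −0.18 and their average, 0.3975, was below 1.5-fold. The connexin gene Gja3, picked out after its value was seen and below the signal filter, was lower, with −0.66. The motor protein gene Myo6 had a difference of −0.52 on its brightest probe set and 0.13 on another. In oxidative phosphorylation, 60 of 108 genes had higher and 38 lower values, with a median of 0.02 and no member at 1.5-fold. Cox6b2 and Cox7a1, subunits of cytochrome c oxidase, had the highest differences on the list, 0.47 and 0.27. Cox8b, another cytochrome c oxidase gene, is not on the list and was at least 1.5-fold higher, with a difference of 1.01. Of 34 genes for SNARE proteins, which drive membrane fusion, 20 had higher and 13 lower values, with a median of 0.025 and none at 1.5-fold. Vamp8 had the highest difference, 0.42, and Bet1 the lowest, −0.15, with 0.04 on its other probe set.
Among random lists, these medians lay at the 10.2 percentile for calcium signaling, 74.2 for membrane trafficking, 99.5 for oxidative phosphorylation and 86.0 for SNARE interactions. The SNARE median was 0.014 at the 70.5 percentile with probe sets averaged and 0.015 with centred arrays. The mean over the calcium signaling genes was 0.01, of opposite sign to the median, at the 88.8 percentile, while the median of its 101 genes above the filter, −0.02, lay at the 2.40 percentile. The mean over the oxidative phosphorylation genes, 0.01, lay at the 92.1 percentile. The lists were written from general knowledge of these pathways and are not the KEGG or Reactome sets. Choroid plexus markers were higher in the same P4H-TM KO array.

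**Figure D1:**
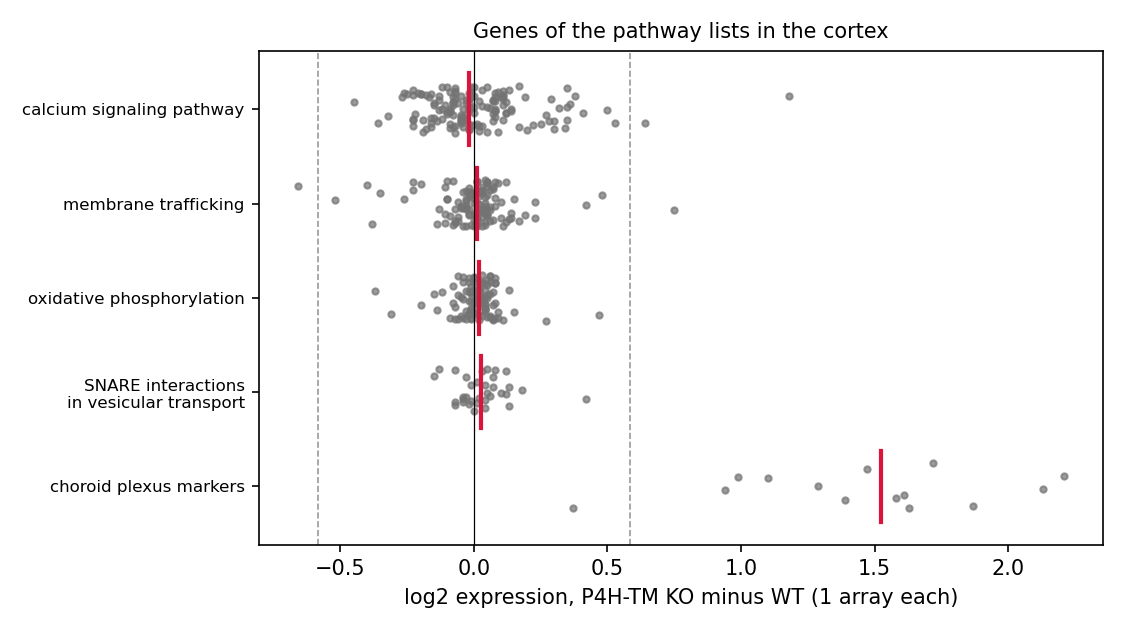
Log2 expression in P4H-TM KO minus WT cortex, with 1 point per measured gene, for the pathway lists and the choroid plexus markers. The red bar is the median of each list and the dashed lines mark 1.5-fold; the points have no error bars because there is 1 array per genotype. The pathway medians lie between −0.02 and 0.025, and the choroid plexus median at 1.525.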

Comparison of the expression data by GSEA software revealed significant changes in calcium signaling, membrane trafficking, oxidative phosphorylation, and SNARE interactions in vesicular transport pathways (Fig. 1*A–D*). Based on the GSEA analysis, we hypothesized that P4H-TM is involved in the regulation of active vesicular transport via calcium signaling in the brain. qRT-PCR analyses showed upregulation of P4H-TM mRNA expression over time in mouse cortical tissue from embryonic day (E)15 to one month of age (Fig. 1*E*). We chose to study the role of P4H-TM further in primary astrocyte cultures established from postnatal day (P)1 to P2 cortexes. Expression of P4H-TM mRNA in these cells was verified by qRT-PCR (Fig. 1*E*), confirming their suitability for functional studies of P4H-TM.

**Figure 1.**
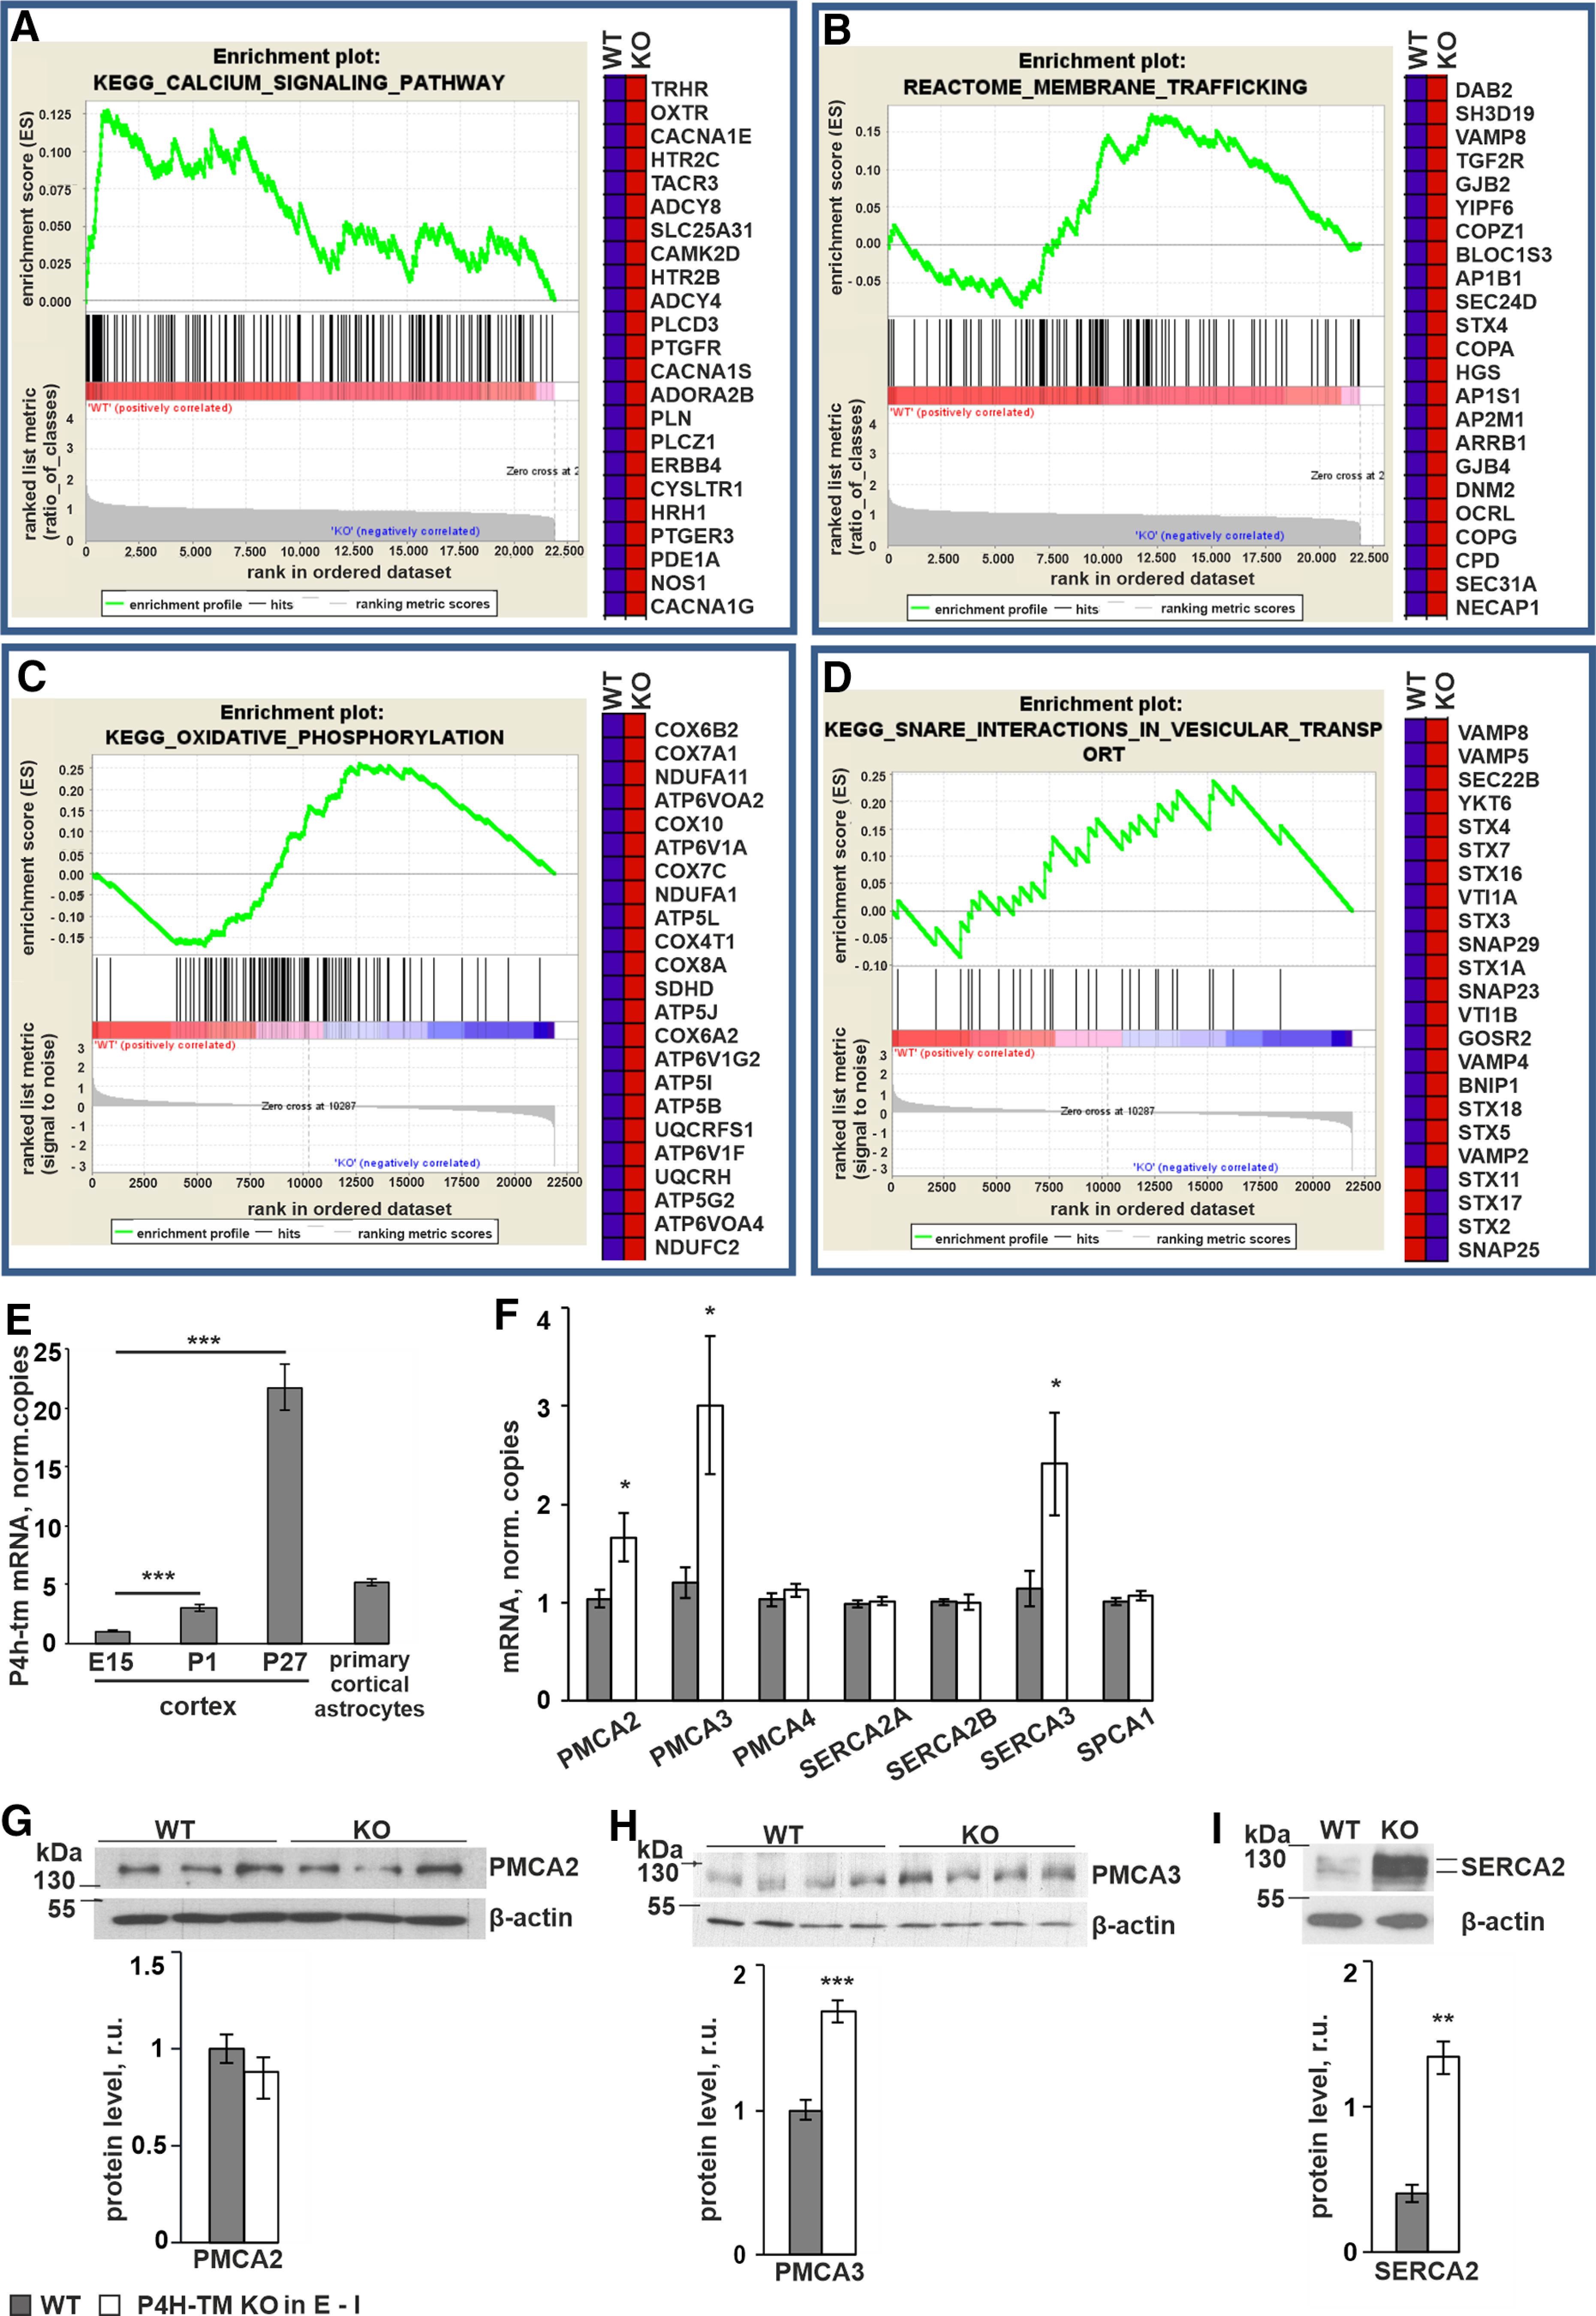
Microarray data suggest that P4H-TM regulates calcium signaling. ***A–D***, Male P4H-TM KO mice and their WT littermates were killed at the age of 2.5 months, and cortexes were collected for microarray analysis. Gene expression was compared between WT and KO and significantly enriched datasets were selected according to GSEA with default settings, i.e., *p* < 0.05. Red color represents upregulated and blue color downregulated genes. Four individual mice were used per genotype in the experiment. Enrichment scores with a ranked list metrics (left) and heat map of 23 leading edge genes (right) are shown for the following biological pathways: (***A***) GSEA for calcium signaling pathway, (***B***) membrane trafficking, (***C***) oxidative phosphorylation, and (***D***) SNARE interactions in vesicular transport. ***E***, WT mice were killed either for dissection of cortexes or for isolation of primary cortical astrocytes. Cortexes were isolated from E15, P1, and P27 mice, while primary astrocytes were isolated from P1 to P2 mice and cultured for 10 d for *P4h-tm* mRNA analysis by qRT-PCR; *n* = 4 mice for tissue dissection per time point and *n* = 3 individual cultures per genotype, 6 mice per genotype. ***F***, qRT-PCR analysis of mRNA expression of different calcium pumps in primary cortical astrocytes. Plasma membrane calcium ATPase 2 (PMCA2) and 3 (PMCA3) and ER calcium ATPase 3 (SERCA3) mRNAs were found to be upregulated in P4H-TM KO versus WT cells; *n* = 9–12, 4 individual cultures per genotype with two to three technical replicates each, 12 mice per genotype. ***G–I***, Western blot analysis of expression of PMCA2 (***G***), PMCA3 (***H***), and SERCA2 (***I***) proteins in P4H-TM KO versus WT primary cortical astrocytes. Representative blots are shown (upper panels) and the intensity of bands is quantitated by densitometry (lower panels), *n* = 3–4 individual cultures per genotype, 6–8 mice per genotype. β-Actin represents a loading control in ***G***, ***I***, while in ***H***, it represents a control of equal protein amount in the samples, because the high amount of protein needed for PMCA3 detection resulted in overloading of β-actin, and it therefore could not be analyzed from the same gel. Data information: data (***E–I***) are presented as mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001 (Student’s *t* test). r.u., relative unit.

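Of the genes printed in the heat maps, 21 of 22 measured genes of Fig. 1A, 21 of 21 of Fig. 1B, 19 of 22 of Fig. 1C and 19 of 23 of Fig. 1D had higher log2 values in P4H-TM KO than in WT. In Fig. 1D some genes are printed as lower, and 22 of its 23 genes had the printed direction. The genes of all panels were selected by the study on these arrays, so the tally is not independent evidence of a direction. Their median log2 difference was 0.33 in Fig. 1A, 0.11 in Fig. 1B, 0.07 in Fig. 1C and 0.05 in Fig. 1D. After Trhr and Oxtr, the serotonin receptor gene Htr2c had the highest difference in Fig. 1A, at 0.53, or 0.33 with its probe sets averaged. Choroid plexus markers were higher in the same array, and whether that tissue contributes to the Htr2c difference was not tested. Sh3d19 had a difference of 0.48 in Fig. 1B, or 0.3175 averaged, Atp6v0a2 one of 0.11 in Fig. 1C, and Vamp5 and Sec22b ones of 0.18 and 0.13 in Fig. 1D, where the average for Vamp5 was 0.075. At least 1.5-fold higher values were found for 2 genes of Fig. 1A and 1 gene of Fig. 1B.
With all 18193 genes ranked from high in WT to high in P4H-TM KO on the ratio of the arrays, the enrichment score was 0.136 for calcium signaling, −0.132 for membrane trafficking, −0.209 for oxidative phosphorylation and −0.242 for SNARE interactions. These lay at the 94.7, 16.8, 0.10 and 4.00 percentiles of the scores of 1000 random lists. From the P4H-TM KO end, a direction chosen after the values were seen, they were 0.116, 0.186, 0.247 and 0.235, at the 88.1, 95.0, 99.9 and 86.3 percentiles. Ranking on the log2 difference turned the sign for calcium signaling, to −0.310, and for membrane trafficking, to 0.210, and gave −0.160 for oxidative phosphorylation and −0.354 for SNARE interactions. On that ranking the percentiles were 3.40, 95.1, 22.9 and 15.4, and on signal to noise 3.40, 95.3, 22.5 and 15.1. From the enrichment of these pathways the paper proposes that P4H-TM regulates calcium signaling, and it hypothesizes a role in active vesicular transport through that signaling.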

As the microarray data indicated alterations in the expression of genes involved in calcium signaling in the *P4h-tm*^−/−^ mouse cortex relative to WT (Fig. 1*A*), including several Ca^2+^ transporting ATPases, we next analyzed the expression of various Ca^2+^ ATPases in the cultured astrocytes by qRT-PCR. 

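In the cortex arrays, none of 9 genes for calcium ATPases differed by 1.5-fold between P4H-TM KO and WT on its brightest probe set. Their median log2 difference was 0.00, with 4 genes higher and 3 lower. Atp2c1, which encodes the Golgi pump SPCA1, had the highest difference, 0.22. Its dimmer probe sets ranged from −3.29, on a probe set above the filter in WT only, to 0.64, on one below it on both arrays. The average over its probe sets was −0.486, and the gene lies on chromosome 9, as P4htm does, as the 64th gene above the filter from it. Atp2b4 (PMCA4) differed by 0.17 at a signal below the filter. Atp2b3 (PMCA3) and Atp2a3 (SERCA3) each differed by 0.08, Atp2b2 (PMCA2) by −0.12, and Atp2b1 (PMCA1) and Atp2a2 (SERCA2) had equal values on both arrays. These 2 genes were equal on their brightest probe sets only; others of Atp2a2 ranged from −0.25, below the filter, to 0.29, above it, and those of Atp2b1 differed by −0.06 and −0.09. The other probe sets of Atp2b2, Atp2b3 and Atp2a3 included differences of the opposite sign, at 0.06, −0.07 and −0.32, and the average for Atp2a3 was −0.12. The median lay at the 60.7 percentile of random lists. It was −0.05 with all probe sets of a gene averaged and 0.04 over the 6 genes above the filter.

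**Figure D2:**
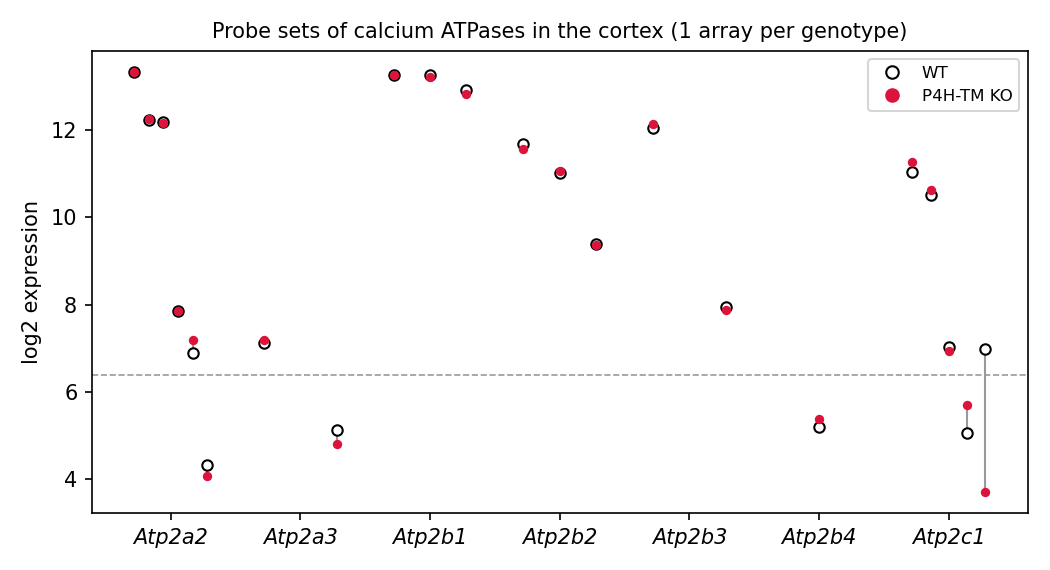
Log2 expression of each probe set of the Atp2 genes named on the horizontal axis, in the WT (open circles) and P4H-TM KO (red points) cortex arrays, with a line joining the values of a probe set and a dashed line at the signal filter. There is 1 array per genotype and hence no error bar. Most pairs of points overlap, and the widest gap belongs to an Atp2c1 probe set at 6.99 in WT and 3.70 in P4H-TM KO.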

The results showed mRNA upregulation of the plasma membrane Ca^2+^ ATPases PMCA2 and PMCA3 and the sarcoplasmic/ER Ca^2+^ ATPase SERCA3 isoform in *P4h-tm*^−/−^ astrocytes (Fig. 1*F*). No difference in the expression of SPCA1 or PMCA4, SERCA2A or SERCA2B mRNA was observed between the genotypes (Fig. 1*F*). At protein level, upregulation of PMCA3, but not PMCA2, was confirmed by Western blotting in *P4h-tm*^−/−^ cells relative to WT (Fig. 1*G*,*H*). We analyzed expression of SERCA by antibodies against SERCA2 and SERCA3 and detected upregulation of SERCA2 protein in *P4h-tm*^−/−^ cells relative to control despite no changes in the mRNA level between the genotypes (Fig. 1*F*,*I*). Variable and nonreproducible results depending on the antibody source were obtained for SERCA3 expression and thus conclusions of SERCA3 protein expression level could not be made.

### Receptor-mediated and store-operated calcium entry (SOCE) and the ER calcium content is affected in *P4h-tm*^−/−^ astrocytes

We next studied the effect of P4H-TM on calcium signaling by monitoring the changes in intracellular free calcium concentration ([Ca^2+^]_i_) in WT and *P4h-tm*^−/−^ astrocytes loaded with the calcium indicator Fluo-4. The increase in [Ca^2+^]_i_ can be evoked in astrocytes via two different mechanisms: receptor-operated calcium entry (ROCE) and SOCE (Berridge et al., 2000; Clapham, 2007; Rivera et al., 2016; Papanikolaou et al., 2017). To investigate the possibility that P4H-TM affects ROCE, we stimulated the cells with ATP (King et al., 1996; Fischer et al., 2009; Fig. 2*A*). The ATP-evoked calcium response was substantially attenuated in the *P4h-tm*^−/−^ cells relative to WT (Fig. 2*B*). The difference in the response was abolished by addition of 2-APB, an inhibitor of ROCE (Bootman et al., 2002; Fig. 2*B*). Treatment of the cells with TG, a potent SERCA inhibitor that depletes intracellular calcium stores and evokes substantial SOCE in astrocytes (Calloway et al., 2010), showed a significantly higher response in the *P4h-tm*^−/−^ astrocytes (Fig. 2*B*), suggesting increased SOCE in *P4h-tm*^−/−^ astrocytes relative to WT.

**Figure 2.**
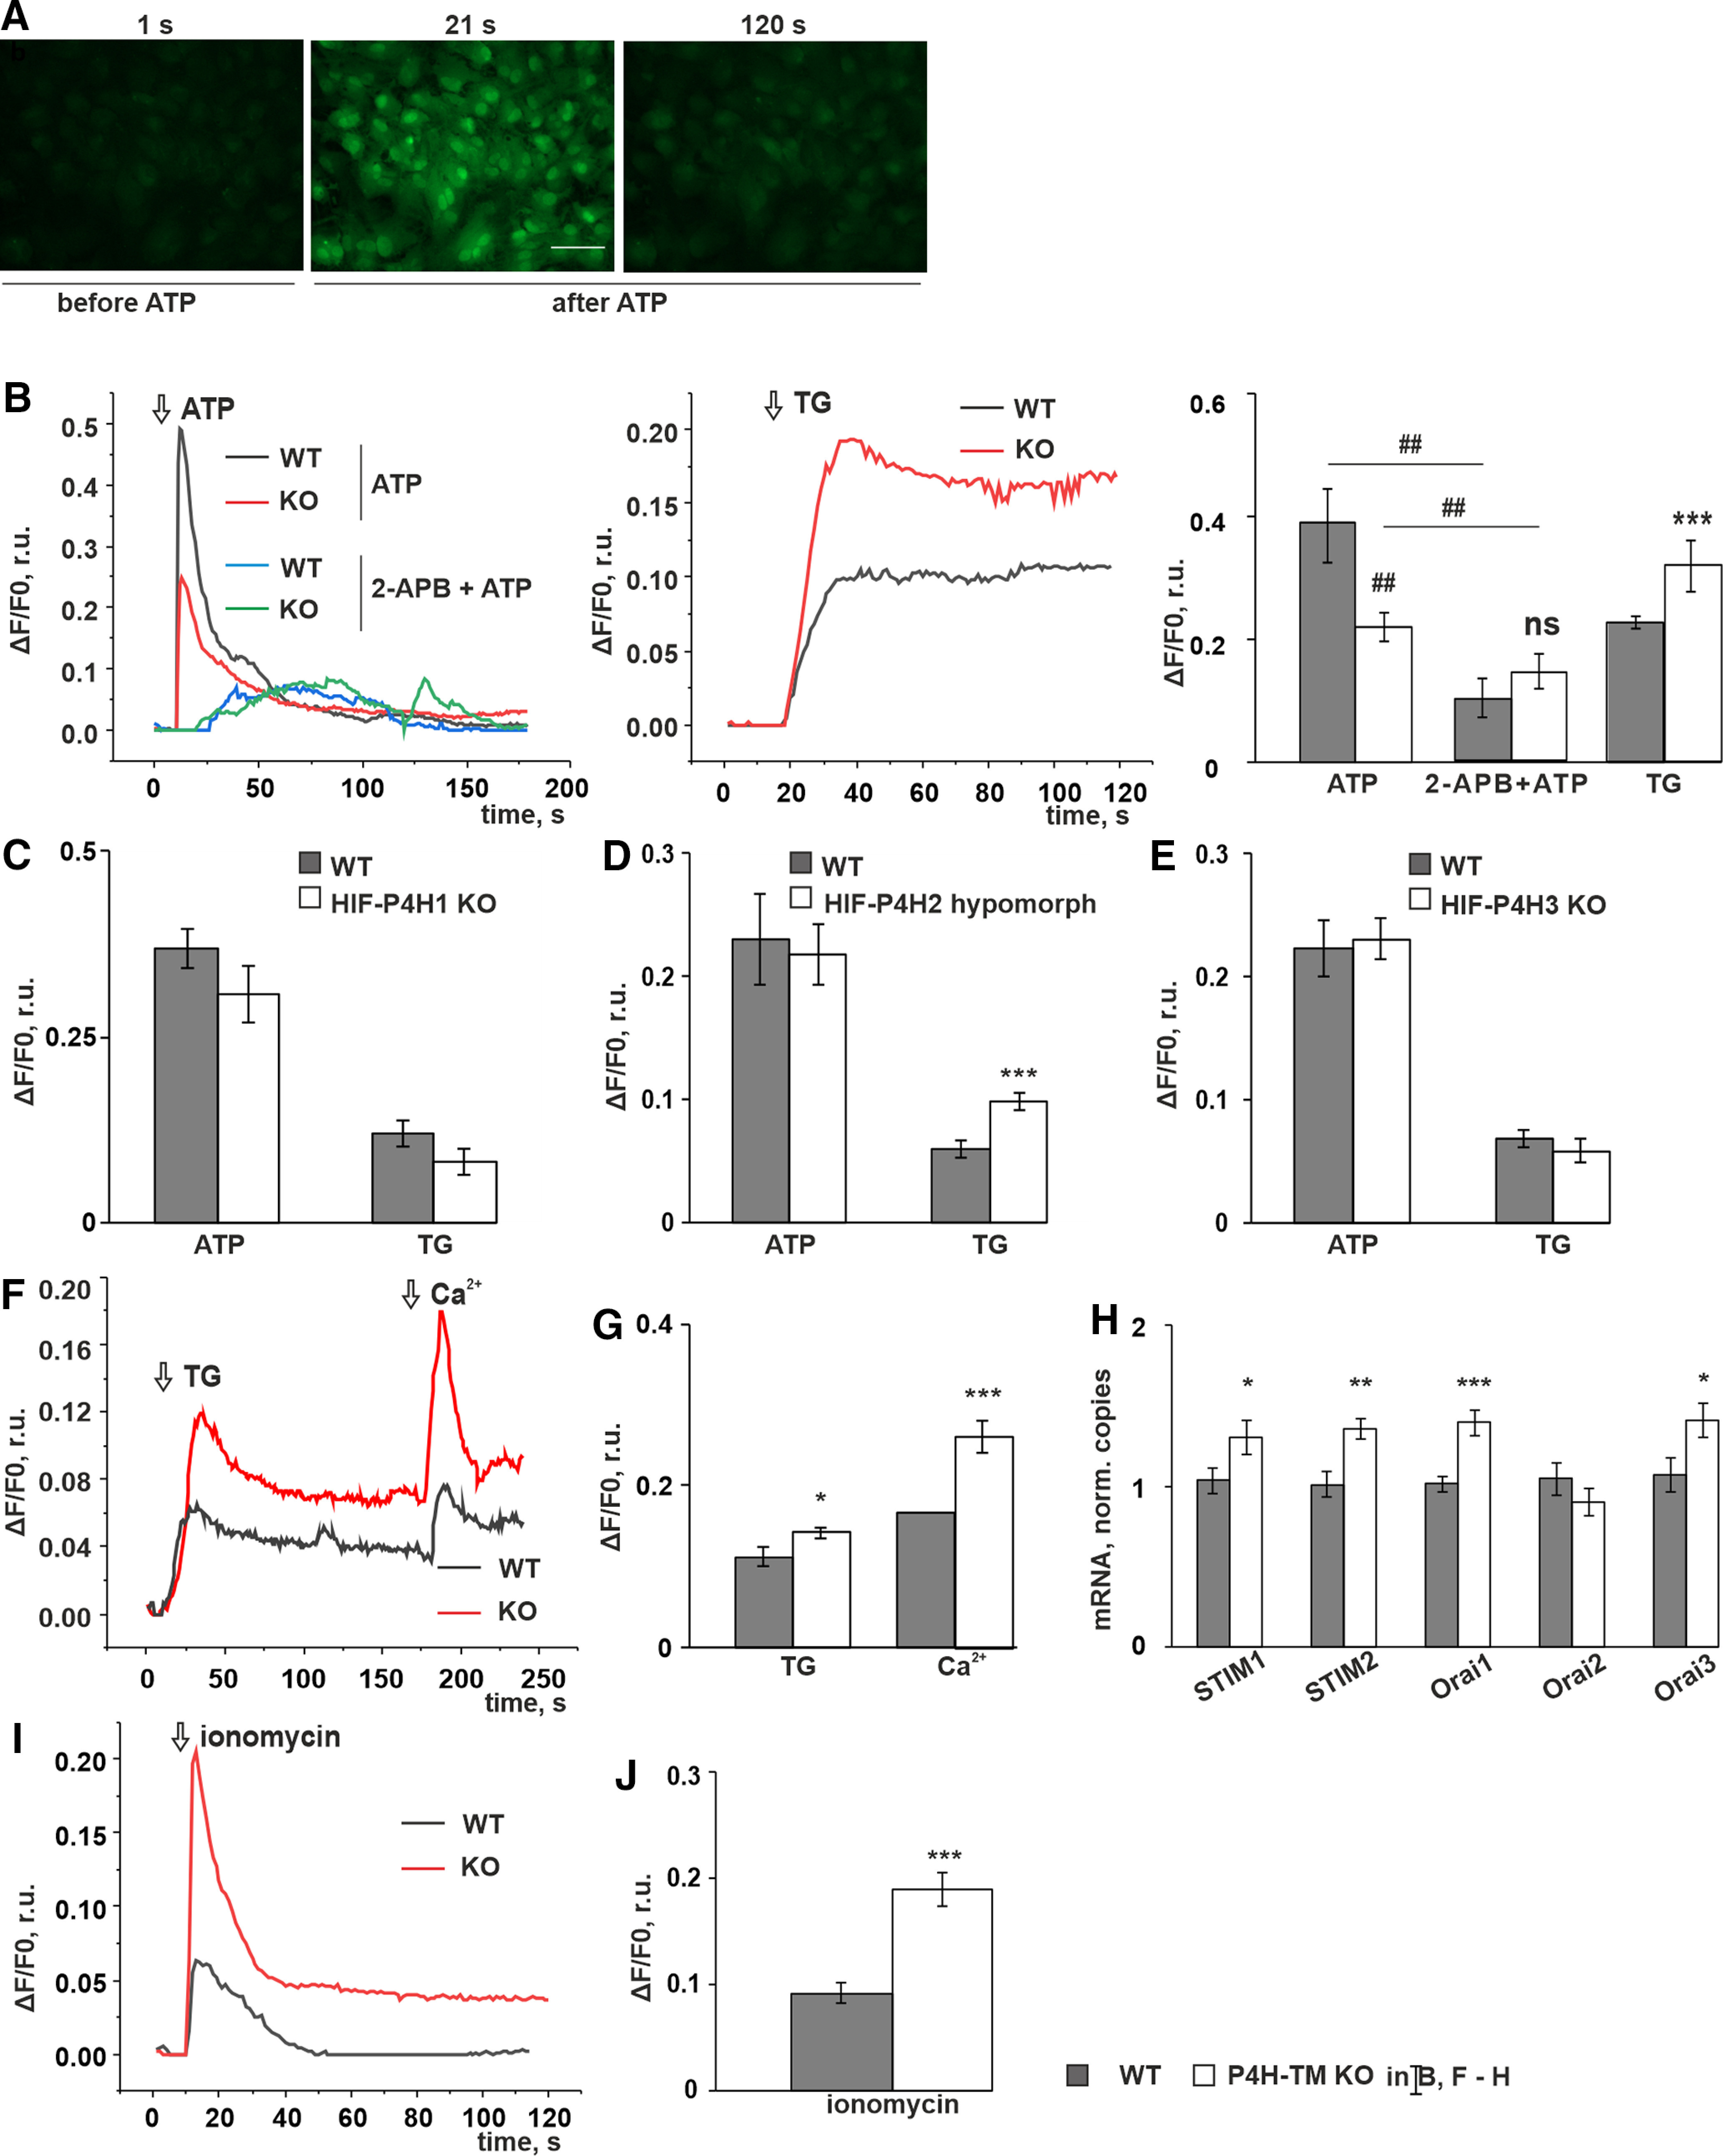
P4H-TM inactivation affects agonist-evoked changes in cytosolic calcium concentrations. ***A–F***, ***H***, Primary cortical astrocytes were isolated from P4H-TM KO and WT mice and loaded with Fluo-4. Representative traces of P4H-TM KO and WT astrocytes are shown on the graphs. Changes in cytosolic calcium [Ca^2+^]i peak or plateau amplitudes are shown in the diagrams. ***A–E***, The increase in [Ca^2+^]i was evoked by either ATP (100 μm) or TG (10 μm) in a calcium-containing buffer. ***A***, Fluorescence of the Fluo-4 calcium indicator captured by a spinning disk confocal microscope. Panels show a time point before the treatment and two time points after stimulation with ATP and illustrate a massive increase in the signal a few seconds after addition of ATP, followed by a subsequent decay. Scale bar: 60 μm. ***B***, Changes in [Ca^2+^]i in P4H-TM KO versus WT astrocytes on treatment with ATP, 2-APB + ATP, and TG. In 2-APB + ATP the cells were preincubated with 2-APB (25 μm; inhibitor of IP3R) 2 min before ATP addition; *n* = 46 cells per genotype in ATP, *n* = 14 cells per genotype in 2-APB-2 + ATP and *n* = 46–61 cells per genotype in TG, 4 mice per genotype. ***C–E***, Changes in [Ca^2+^]i in HIF-P4H1 KO (***C***, *n* = 20 cells in ATP and *n* = 13–18 cells in TG per genotype, 3 mice per genotype), HIF-P4H2 hypomorph (***D***, *n* = 15–19 cells per genotype, 3 mice per genotype), and HIF-P4H3 KO (***E***, *n* = 18–25 cells per genotype, 3 mice per genotype) versus corresponding WT after stimulation with either ATP or TG. ***F,G***, TG-evoked changes in [Ca^2+^]i in P4H-TM KO and WT astrocytes in EGTA (2 mm)-containing buffer and the effect of readdition of 20 mm calcium, *n* = 31–35 cells per genotype, 4 mice per genotype. ***H***, qRT-PCR analysis of *Stim* and *Orai* isoform mRNA levels in P4H-TM KO and WT astrocytes, *n* = 7–11, 3–4 individual cultures per genotype with one to three technical replicates each, 9–12 mice per genotype. ***I,J***, Changes in [Ca^2+^]i in P4H-TM KO and WT astrocytes evoked by ionomycin (1 μm) in the presence of EGTA (2 mm) in the buffer, *n* = 23–31 cells per genotype, 3 mice per genotype. Data information: data are presented as mean ± SEM in ***B–J***; ##*p* < 0.01 by Tukey’s HSD test after one-way ANOVA method for multiple comparisons; *p < 0.05, **p < 0.01, ***p < 0.001 by Student’s *t* test. r.u., relative unit. ns, not significant.

To determine whether the observed effects were a specific outcome of the KO of P4H-TM or whether the other HIF regulating P4Hs contribute to it, we next studied calcium entry in astrocytes isolated from *Hif-p4h-1*^−/−^, *Hif-p4h-3*^−/−^, and *Hif-p4h-2* hypomorph mice. No differences were detected in the ATP-induced calcium response in these mutant astrocytes in comparison to WT (Fig. 2*C–E*), suggesting that the effect of P4H-TM on ROCE is unique among the HIF regulating P4Hs. However, SOCE was affected in *Hif-p4h-2* hypomorph astrocytes, but not in *Hif-p4h-1*^−/−^ or *Hif-p4h-3*^−/−^ astrocytes (Fig. 2*C–E*), HIF-P4H2 hypomorph cells having a significantly higher response to TG (Fig. 2*D*). The HIF-P4H-2 mRNA expression level in the primary *Hif-p4h-2* hypomorph astrocytes was ∼20% of that in WT astrocytes (0.21 ± 0.02 r.u. in HIF-P4H-2 hypomorph cells vs 1.00 ± 0.08 r.u. in WT cells, *n* = 3 individual cultures isolated from six mice per genotype, cells from two mice pooled per culture, *p* < 0.001 by Student’s *t* test, qRT-PCR data). P4H-TM and HIF-P4H2 thus apparently share some overlapping molecular mechanisms to regulate SOCE and the role of HIF-P4H-2 in the regulation of calcium signaling should be a topic for further investigation.

To dissect further the effect of P4H-TM KO on SOCE, we monitored calcium influx in Fluo-4-loaded cells after depleting ER calcium stores with TG in EGTA-containing buffer followed by superfusion with calcium-containing buffer (Berridge et al., 2000; Papanikolaou et al., 2017). Under these experimental conditions, virtually all extracellular calcium is chelated, and the TG-evoked increase in [Ca^2+^]_i_ is generated by depletion of intracellular stores only and is thus proportional to the ER calcium content. A subsequent readdition of calcium induces an increase in [Ca^2+^]_i_ exclusively by massive influx through the SOCE channels. The *P4h-tm*^−/−^ astrocytes had a significantly higher TG-evoked rise in [Ca^2+^]_i_ relative to WT (Fig. 2*F, G*). This suggested that the calcium content within the ER is higher in *P4h-tm*^−/−^ cells. The signal from readdition of calcium was higher in the *P4h-tm*^−/−^ astrocytes (Fig. 2*F, G*), confirming enhanced SOCE in P4H-TM KO relative to WT cells. qRT-PCR analysis of the mRNA expression of the main proteins involved in SOCE (Gao et al., 2016; Kwon et al., 2017) showed that mRNA levels for STIM1, STIM2, ORAI1 and ORAI3 were upregulated in the *P4h-tm*^−/−^ astrocytes relative to WT (Fig. 2*H*), being in line with the live-cell calcium imaging data.

To further investigate the possibility that P4H-TM deficiency affects the calcium content of the ER, we stimulated the cells in the presence of EGTA with ionomycin, a potent, highly selective calcium ionophore, that induces an increase in [Ca^2+^]_i_ primarily by physicochemical translocation of calcium through the lipid bilayer of intracellular stores with only minor contribution of the ROCE pathway (McCollum et al., 2004; Müller et al., 2013). Since the translocation occurs according to the calcium gradient, the peak of the response to ionomycin is proportional to the ER calcium content. The response to ionomycin was significantly higher in the *P4h-tm*^−/−^ astrocytes relative to WT (Fig. 2*I, J*). Taken together, our results show that the ER calcium content is higher in *P4h-tm*^−/−^ astrocytes, and thus cannot explain the observed lower ROCE (Fig. 2*B*) in the *P4h-tm*^−/−^ astrocytes relative to WT, which therefore must result from some other mechanism.

### Re-uptake of calcium by mitochondria on ATP treatment is significantly higher in P4H-TM KO astrocytes

The reduced ATP-evoked ROCE in *P4h-tm*^−/−^ astrocytes relative to WT is intriguing, as based on the higher ER calcium content in the *P4h-tm*^−/−^ astrocytes when compared with WT, an opposite effect could be expected. Nevertheless, the [Ca^2+^]_i_ response on ROCE is a net result of calcium entry from the extracellular milieu, and both the release of calcium from intracellular stores and uptake of calcium by other organelles, such as mitochondria, acting as calcium sinks (Filadi et al., 2017). Therefore, we next studied mitochondrial calcium uptake in *P4h-tm*^−/−^ astrocytes by analyzing simultaneously calcium release from the ER and calcium accumulation within mitochondria using genetically-encoded calcium indicators (GECIs) entrapped in ER and mitochondria, respectively (Suzuki et al., 2014, 2016). Astrocytes were co-transfected with ER-targeted red fluorescent R-CEPIA1er and mitochondria-targeted green-fluorescent G-CEPIA2mt, followed by live-cell imaging on ATP stimulation at 24 h posttransfection. Changes in red and green fluorescent signal proportional to changes in free calcium concentration inside ER and mitochondria, [Ca^2+^]_er_ and [Ca^2+^]_m_, respectively, were calculated, and an ATP-induced decrease in [Ca^2+^]_er_ accompanied with an increase in [Ca^2+^]_m_ was observed (Fig. 3*A*). The maximum amplitude of the ER response was significantly higher in *P4h-tm*^−/−^ astrocytes than in WT (Fig. 3*A*,*B*). Since [Ca^2 +^]_er_ at the resting state was used as a normalization value, this result is in accordance with the higher calcium content inside the ER in *P4h-tm*^−/−^ cells. As is evident from the fluorescent plot, the kinetics of calcium release from the ER was faster in P4H-TM KO cells (Fig. 3*A*). The maximum amplitude of the mitochondria response in *P4h-tm*^−/−^ astrocytes was likewise more profound than in the WT cells (Fig. 3*A*,*C*), indicating higher mitochondrial uptake of calcium in the mutant cells. Furthermore, the time to reach a maximum response was significantly longer in the mutant cells in comparison to WT cells (Fig. 3*D*). Interestingly, both the ER and mitochondria responses to addition of ATP started significantly faster in *P4h-tm*^−/−^ astrocytes in comparison to WT cells (Fig. 3*E*, 1.43 and 1.61 s faster, respectively). The higher mRNA levels for mitochondrial calcium uniporter (MCU), mitochondrial calcium uptake 1 (MICU1), and MCU regulator 1 (MCUR1; Fig. 3*F*), i.e., the proteins regulating mitochondrial calcium uptake (Perocchi et al., 2010; Filadi et al., 2017), could suggest higher protein expression, and in part explain the higher uptake of calcium in *P4h-tm*^−/−^ astrocytes.

**Figure 3.**
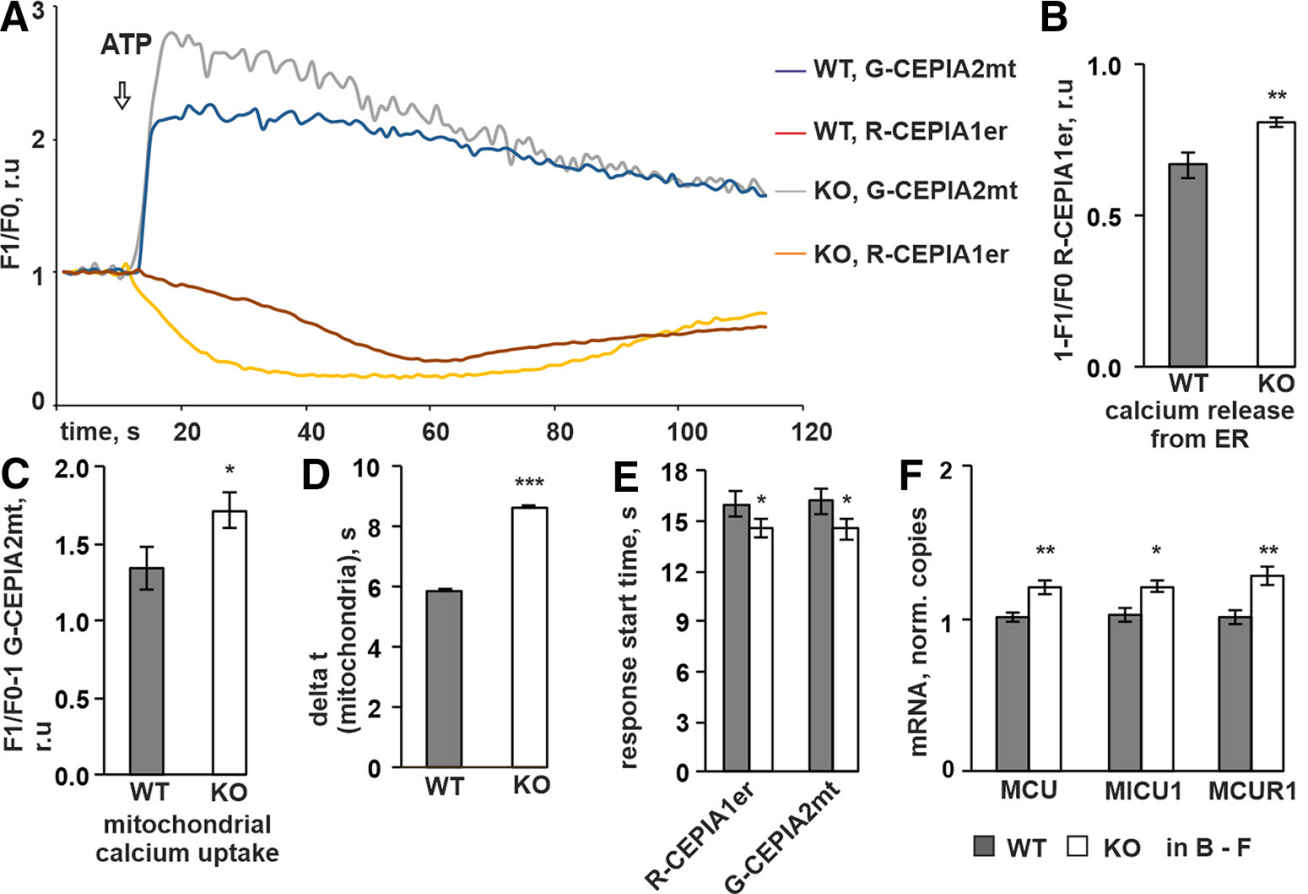
P4H-TM KO affects mitochondrial and ER calcium dynamics in response to ATP. ***A–E***, P4H-TM KO and WT primary cortical astrocytes were co-transfected with G-CEPIA2mt (to measure mitochondrial calcium concentration) and R-CEPIA1er (to measure changes in ER calcium concentration), and fluorescence intensity was recorded during time-lapse imaging in a calcium-containing buffer. The astrocytes were stimulated with 100 μm ATP. Analysis of time-lapse images was done on *n* = 26 cells per genotype, 6 mice per genotype. ***A***, Representative traces of the ATP-induced changes in ER and mitochondrial calcium concentrations. Time course of F1/F0 ER calcium signal indicates red fluorescence decrease on ATP treatment proportional to decrease of free calcium amount inside the ER. Time course of F1/F0 mitochondrial calcium signal indicates sudden increase in green fluorescence on ATP treatment proportional to rapid accumulation of calcium inside mitochondria. In the majority of cells, decrease in ER calcium signal preceded increase in mitochondria calcium signal. ***B–D***, Amplitudes of ER and mitochondria calcium response to ATP were defined as maximum change in F1/F0 (fluorescence intensity after ATP application normalized by the resting value) within a 2-min time window after ATP application. ***B***, The ATP-evoked release of ER calcium was higher in P4H-TM KO astrocytes. ***C***, The ATP-evoked increase in mitochondrial calcium was higher in P4H-TM KO astrocytes. ***D***, Time necessary for mitochondria to reach the maximum amplitude of calcium response starting from the resting level. ***E***, Time point when the red fluorescence (ER signal) starts to decrease and the green fluorescence (mitochondrial signal) starts to increase on ATP treatment. The data indicate that P4H-TM KO astrocytes overall react faster to ATP stimulation than WT astrocytes. ***F***, qRT-PCR analysis of mRNA levels for the mitochondrial uniporter channel complex components MCU, MICU1, and MCUR1 in P4H-TM KO and WT astrocytes, *n* = 8–12, 3–4 individual cultures per genotype with two to three technical replicates each, 9–12 mice per genotype. Data information: data are presented as mean ± SEM in ***B–F***; *p < 0.05, **p < 0.01, ***p < 0.001 by Student’s *t* test. r.u., relative unit.

Taken together, P4H-TM KO mitochondria have a higher ATP-induced calcium uptake capacity than the WT cells. Therefore, it is likely that the higher mitochondrial uptake overrides the higher release of calcium from the ER, the net effect being a decrease in the ATP-evoked changes in [Ca^2+^]_i_ in the mutant cells relative to WT cells.

### Expression of calcium leak channels is increased in P4H-TM KO astrocytes

In the resting state, the calcium content of the ER reflects a balance between active uptake by SERCA and passive efflux through leak channels such as translocon during protein translation and inositol trisphosphate receptor (IP3R) in its unstimulated stage in astrocytes (Szlufcik et al., 2006; Lang et al., 2017). We next analyzed calcium leakage by inhibiting SERCA pumps with TG simultaneously with pharmacological inhibition of the leak channels. Our data show that pretreatment with anisomycin, an inhibitor of translation that makes the translocon calcium-impermeable, significantly reduced the TG-induced calcium signal in both P4H-TM KO and WT astrocytes, but the difference between the genotypes remained (Fig. 4*A*). Since anisomycin was added 10 min before TG, the pretreatment time is too short for marked changes in protein levels because of inhibition of translation (Aakalu et al., 2001; Claydon and Beynon, 2012), thus the effect can be attributed at least mostly to the inhibition of calcium permeability of the translocon. On the other hand, treatment with 2-APB in a concentration which was efficient to block the response to ATP (Fig. 2*B*) and did not induce a calcium response by itself, was insufficient to block the TG-induced calcium signal (Fig. 4*A*). This suggests that the translocon complex acts as a main leak channel in cortical astrocytes. We next analyzed the effect of puromycin, an inhibitor of translation that blocks the translocon in a calcium permeable way and evokes luminal calcium leakage exclusively through translocon (Van Coppenolle et al., 2004). A higher puromycin-induced calcium leakage was observed in *P4h-tm*^−/−^ cells relative to WT in EGTA-containing buffer (Fig. 4*B*), indicating higher leakage through translocon. This finding was supported by increased mRNA expression levels for the translocon components SEC61A, SEC61B, and SEC61G (Fig. 4*C*), which was also manifested as a higher protein expression level in the case of SEC61G (Fig. 4*D*,*E*) in *P4h-tm*^−/−^ cells relative to WT.

**Figure 4.**
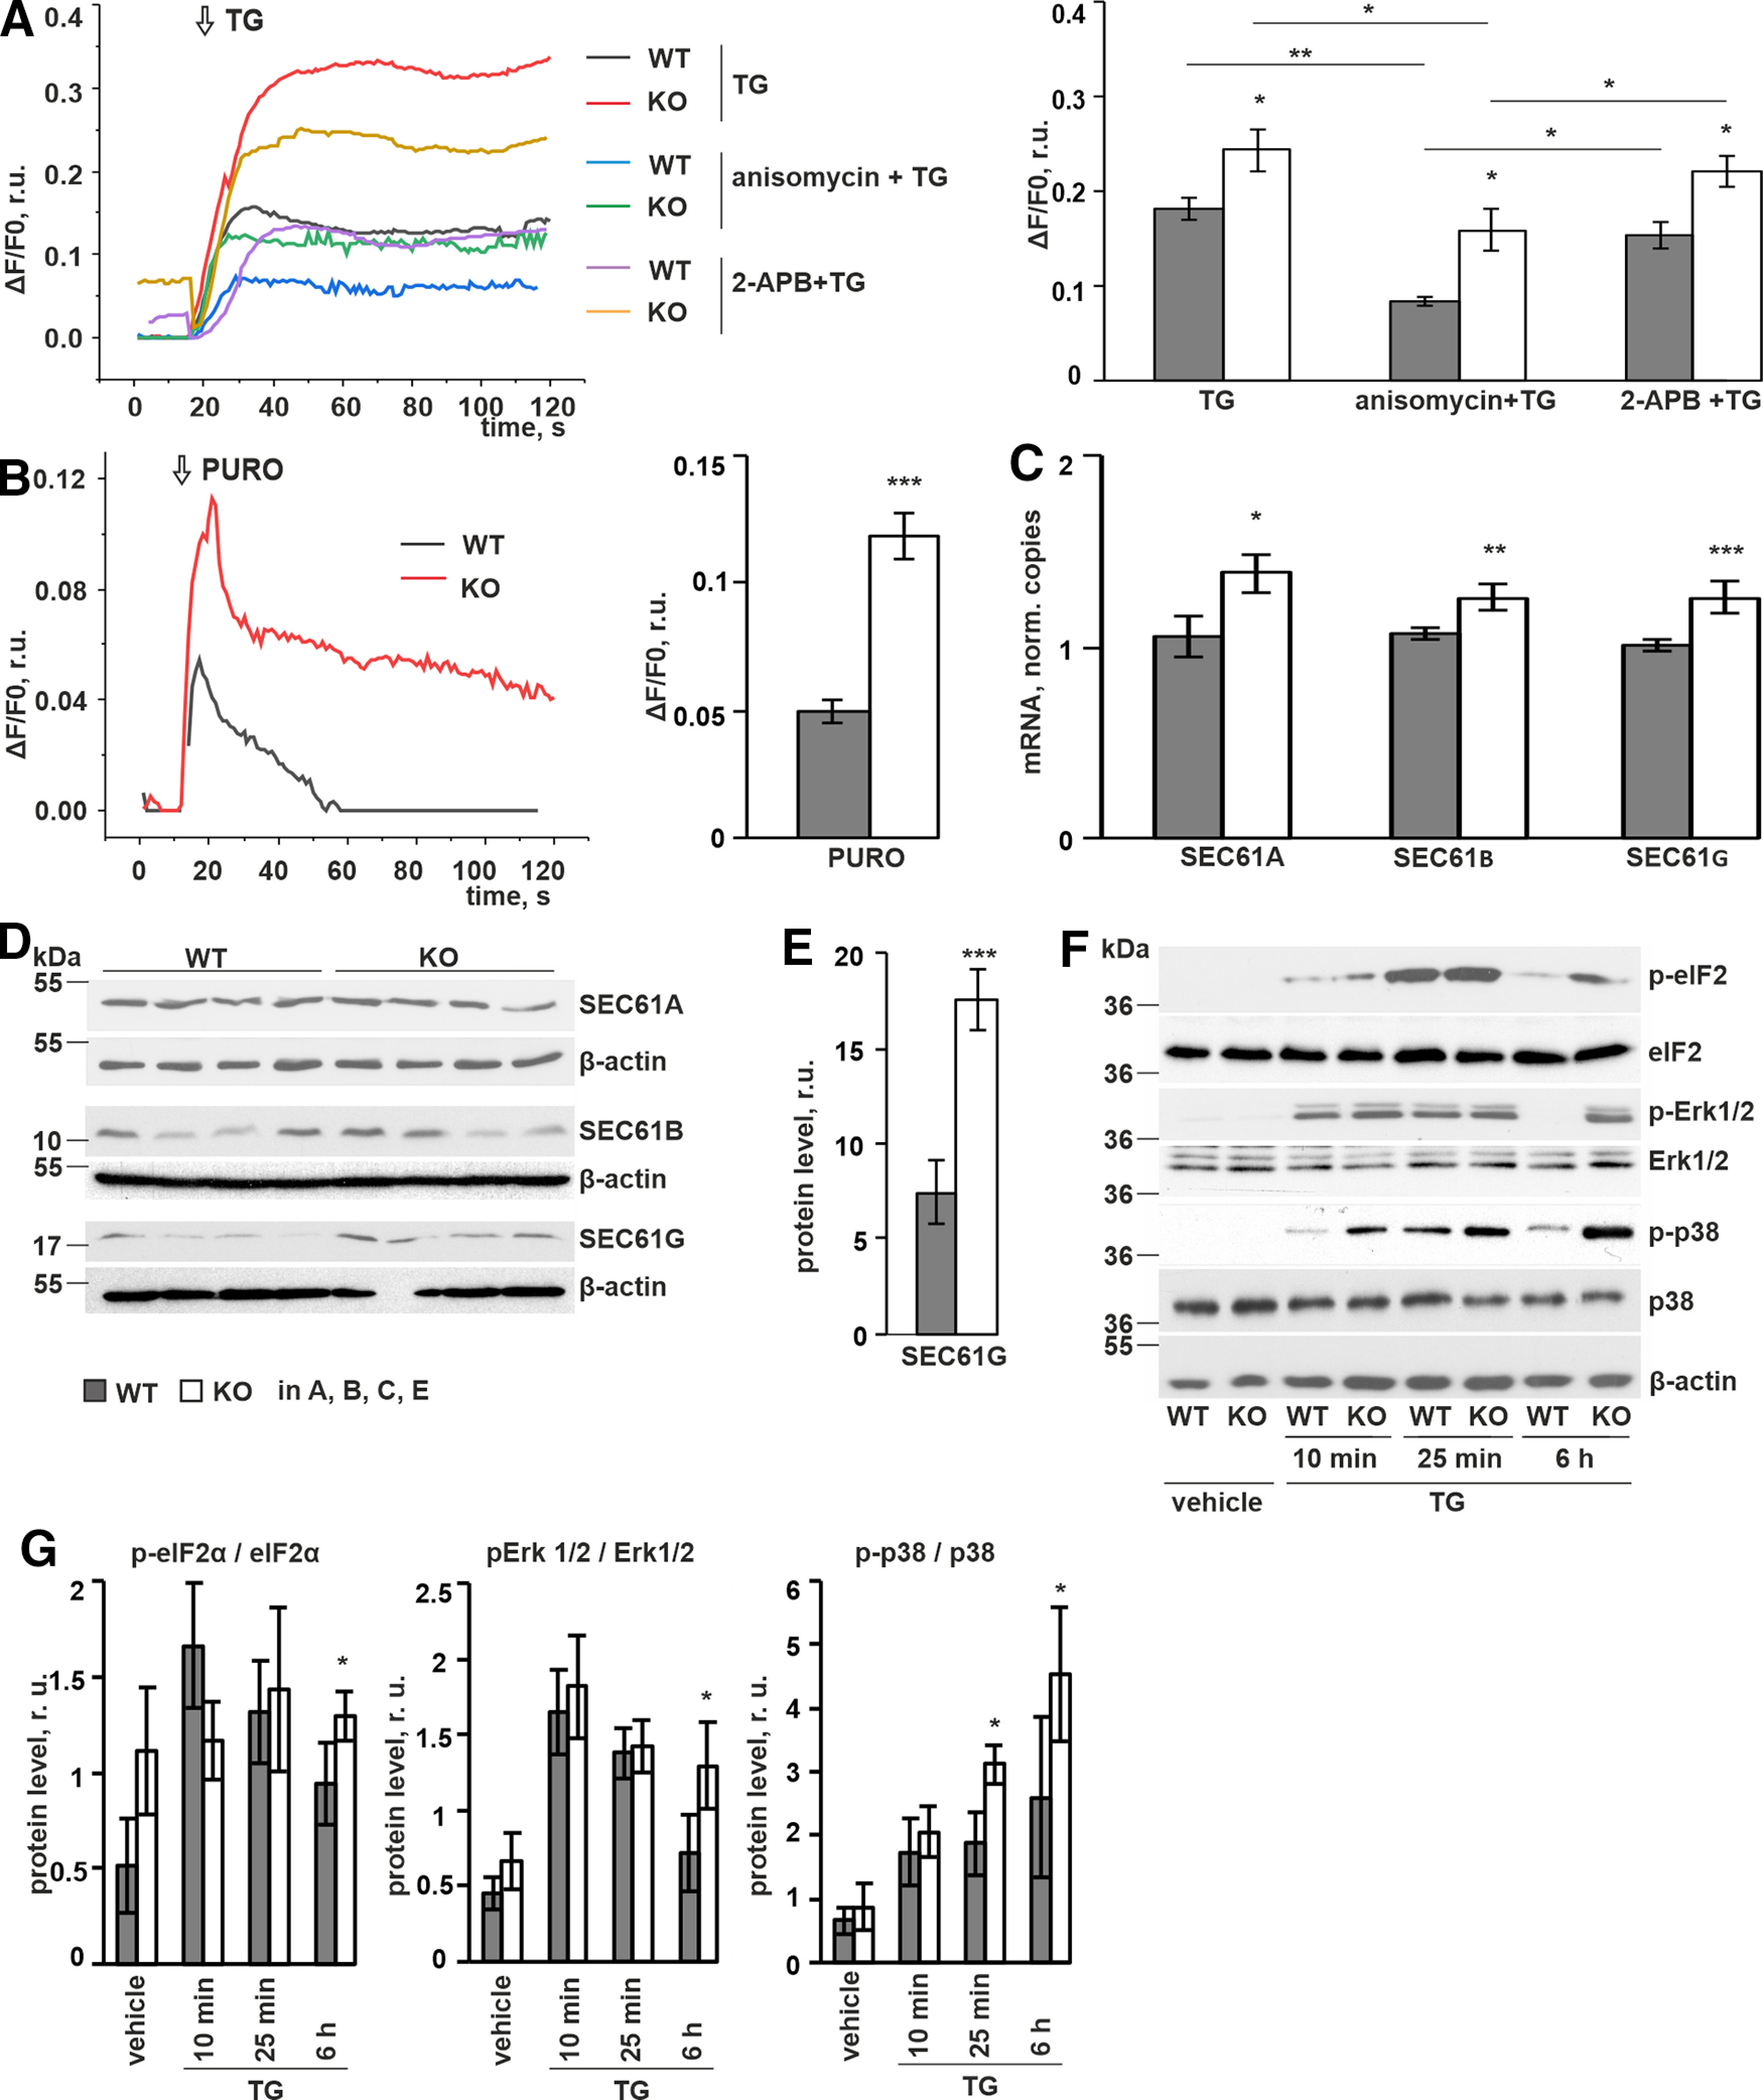
P4H-TM KO affects passive calcium leak through translocon complex and IP3R. ***A***, ***B***, P4H-TM KO and WT primary cortical astrocytes were loaded with Fluo-4, and live cell calcium imaging was performed in the presence of the indicated pharmacological inhibitors. Representative traces of P4H-TM KO and WT astrocytes are shown on the graphs. Changes in cytosolic calcium [Ca^2+^]i peak or plateau amplitudes are shown in the diagrams. ***A***, The increase in [Ca^2+^]i evoked by stimulating the cells with TG (10 μm) was attenuated by the translocon inhibitor anisomycin (200 μm, 10 min before TG), but not by the IP3R inhibitor 2-APB (25 μm, 2 min before TG), *n* = 22–38 cells per genotype, 5 mice per genotype per condition. Imaging was performed in a calcium-containing buffer. ***B***, Application of an inhibitor of translation (puromycin, PURO, 200 μm) induced a higher increase in [Ca^2+^]i in P4H-TM KO astrocytes versus WT in EGTA-containing buffer, *n* = 16 cells per genotype, 3 mice per genotype. ***C***, qRT–PCR analysis of mRNA expression levels for the translocon complex subunits SEC61 A, B, and G in P4H-TM KO and WT astrocytes, *n* = 7–12, 3–4 individual cultures per genotype with one to three technical replicates each, 9–12 mice per genotype. ***D***, ***E***, Western blot analysis of expression of translocon subunits SEC61 A, B, and G, in P4H-TM KO and WT astrocytes. Representative Western blots (***D***) and their quantification, *n* = 4 individual cultures per genotype, 4 mice per genotype (***E***) are shown. β-Actin represents a loading control. ***F***, ***G***, Western blot analysis of phosphorylation of elF2a and Erk1/2 and p38 kinases in P4H-TM KO and WT astrocytes after treatment with 10 μm TG for the indicated time points. Representative Western blots (***F***) of the phospho and total forms are shown. β-Actin is shown to confirm equal protein amount in the samples. Western blot quantification, *n* = 3–4 individual cultures per genotype, 3–4 mice per genotype (***E***) are shown. Data information: data are presented as mean ± SEM in ***A–C***, ***E***. In ***A***: *p < 0.05, **p < 0.01 by Holm test after one-way ANOVA for multiple comparisons. In ***B***, ***C***, ***E***, ***G***: *p < 0.05, **p < 0.01, ***p < 0.001 by Student’s *t* test. r.u., relative unit.

TG-induced translocon-associated calcium loss is also known to contribute to ER stress response modulation and the resulting Erk-elf2α overactivation has been shown to be associated in astrocytes with a distinct pathogenic reactivity state and decreased secretome (Kamiya et al., 2011; Johnson et al., 2014; Martin-Jiménez et al., 2017; Smith et al., 2020). Therefore, we next analyzed the effect of P4H-TM loss on the induction and persistence of Erk and elF2α phosphorylation under TG treatment. The TG-induced phosphorylation of Erk and elF2α has a temporal pattern, the initial increase in phosphorylation plateauing typically at around 2 h followed by a progressive decrease (Smith et al., 2020). No significant difference between the genotypes was observed in the initial phase of the phosphorylation response in the presence of TG, but the phosphorylation of elF2 and Erk1/2 remained at a higher level in the *P4h-tm*^−/−^ cells at a later time point (6 h) when compared with WT (Fig. 4*F*,*G*). Furthermore, the p38 MAPK pathway is known to respond to various cellular and extracellular stress signals and is activated by TG treatment (Kim et al., 2010; Darling and Cook, 2014; Huang et al., 2014). Therefore, we also studied p38 kinase activation on TG treatment. Higher activation of p38 was evident in the *P4h-tm*^−/−^ when compared with WT cells especially at later time points (Fig. 4*F*,*G*). In conclusion, the data show upregulated leak channel expression and higher passive calcium leakage from the ER to the cytosol as well as changes in temporal kinase phosphorylation patterns, which could indicate enhanced susceptibility to ER stress in *P4h-tm*^−/−^ astrocytes. Detailed analyses of the effects of P4H-TM inactivation on the induction of ER stress with various stress inducers, markers and outcomes should be addressed in future studies.

### Calcium-dependent vesicular exocytosis is decreased in P4H-TM KO astrocytes

In response to stimulation with ATP, astrocytes release several chemical substances, termed gliotransmitters, which affect neuronal communication pathways (Parpura and Zorec, 2010; Zorec et al., 2012, 2016). Regulated, calcium-dependent release of gliotransmitters from astrocytes occurs via vesicular exocytosis and one of the integral membrane proteins of the astrocytic secretory vesicles is Syb2 (Zorec et al., 2016). We next studied whether calcium-dependent vesicular exocytosis is affected in *P4h-tm*^−/−^ astrocytes by transfecting the cells with Syb2-pHluorin, a fusion protein consisting of a pH-sensitive GFP mutant fused to the luminal C-terminal end of Syb2 (Miesenböck et al., 1998). Because the lumen of the vesicles is acidic, the fluorescence of Syb2-pHluorin increases on exocytosis because of pH neutralization (Miesenböck et al., 1998). We used TIRF imaging to monitor and quantify the membrane-proximal appearance and disappearance of pHluorin-labeled fluorescent puncta as the indicator of vesicular exocytosis evoked by ATP stimulation on vesicle-cytoplasmic membrane fusion. We also detected some TIRF signal already at baseline before ATP stimulation, but the interpretation of disappearance of fluorescent puncta at baseline is more difficult since clearance of the reporter from the cell surface can occur both via exocytosis and endocytosis. Although treatment of the astrocytes with ATP to stimulate calcium-dependent exocytosis resulted in an overall increase in the pHluorin fluorescence signal, the number of vesicular fusion events was lower in *P4h-tm*^−/−^ cells both at baseline and after ATP stimulation (Fig. 5*A–C*). To make sure that the decreased TIRF signal is not because of differences in Syb2 expression levels we confirmed by Western blotting using anti-GFP and anti-Syb2 antibodies that protein levels of Syb2-pHluorin as well as endogenous Syb2 are equal between genotypes (Fig. 5*D*,*E*). Taking into account that a transient increase in cytosolic calcium levels is sufficient and necessary for the engagement of calcium-sensitive effector proteins of the secretory machinery (Kreft et al., 2004; Zorec et al., 2012), our observation of decreased ATP-evoked vesicular exocytosis in the *P4h-tm*^−/−^ cells relative to WT is well in line with the attenuated ATP-evoked ROCE in these cells.

**Figure 5.**
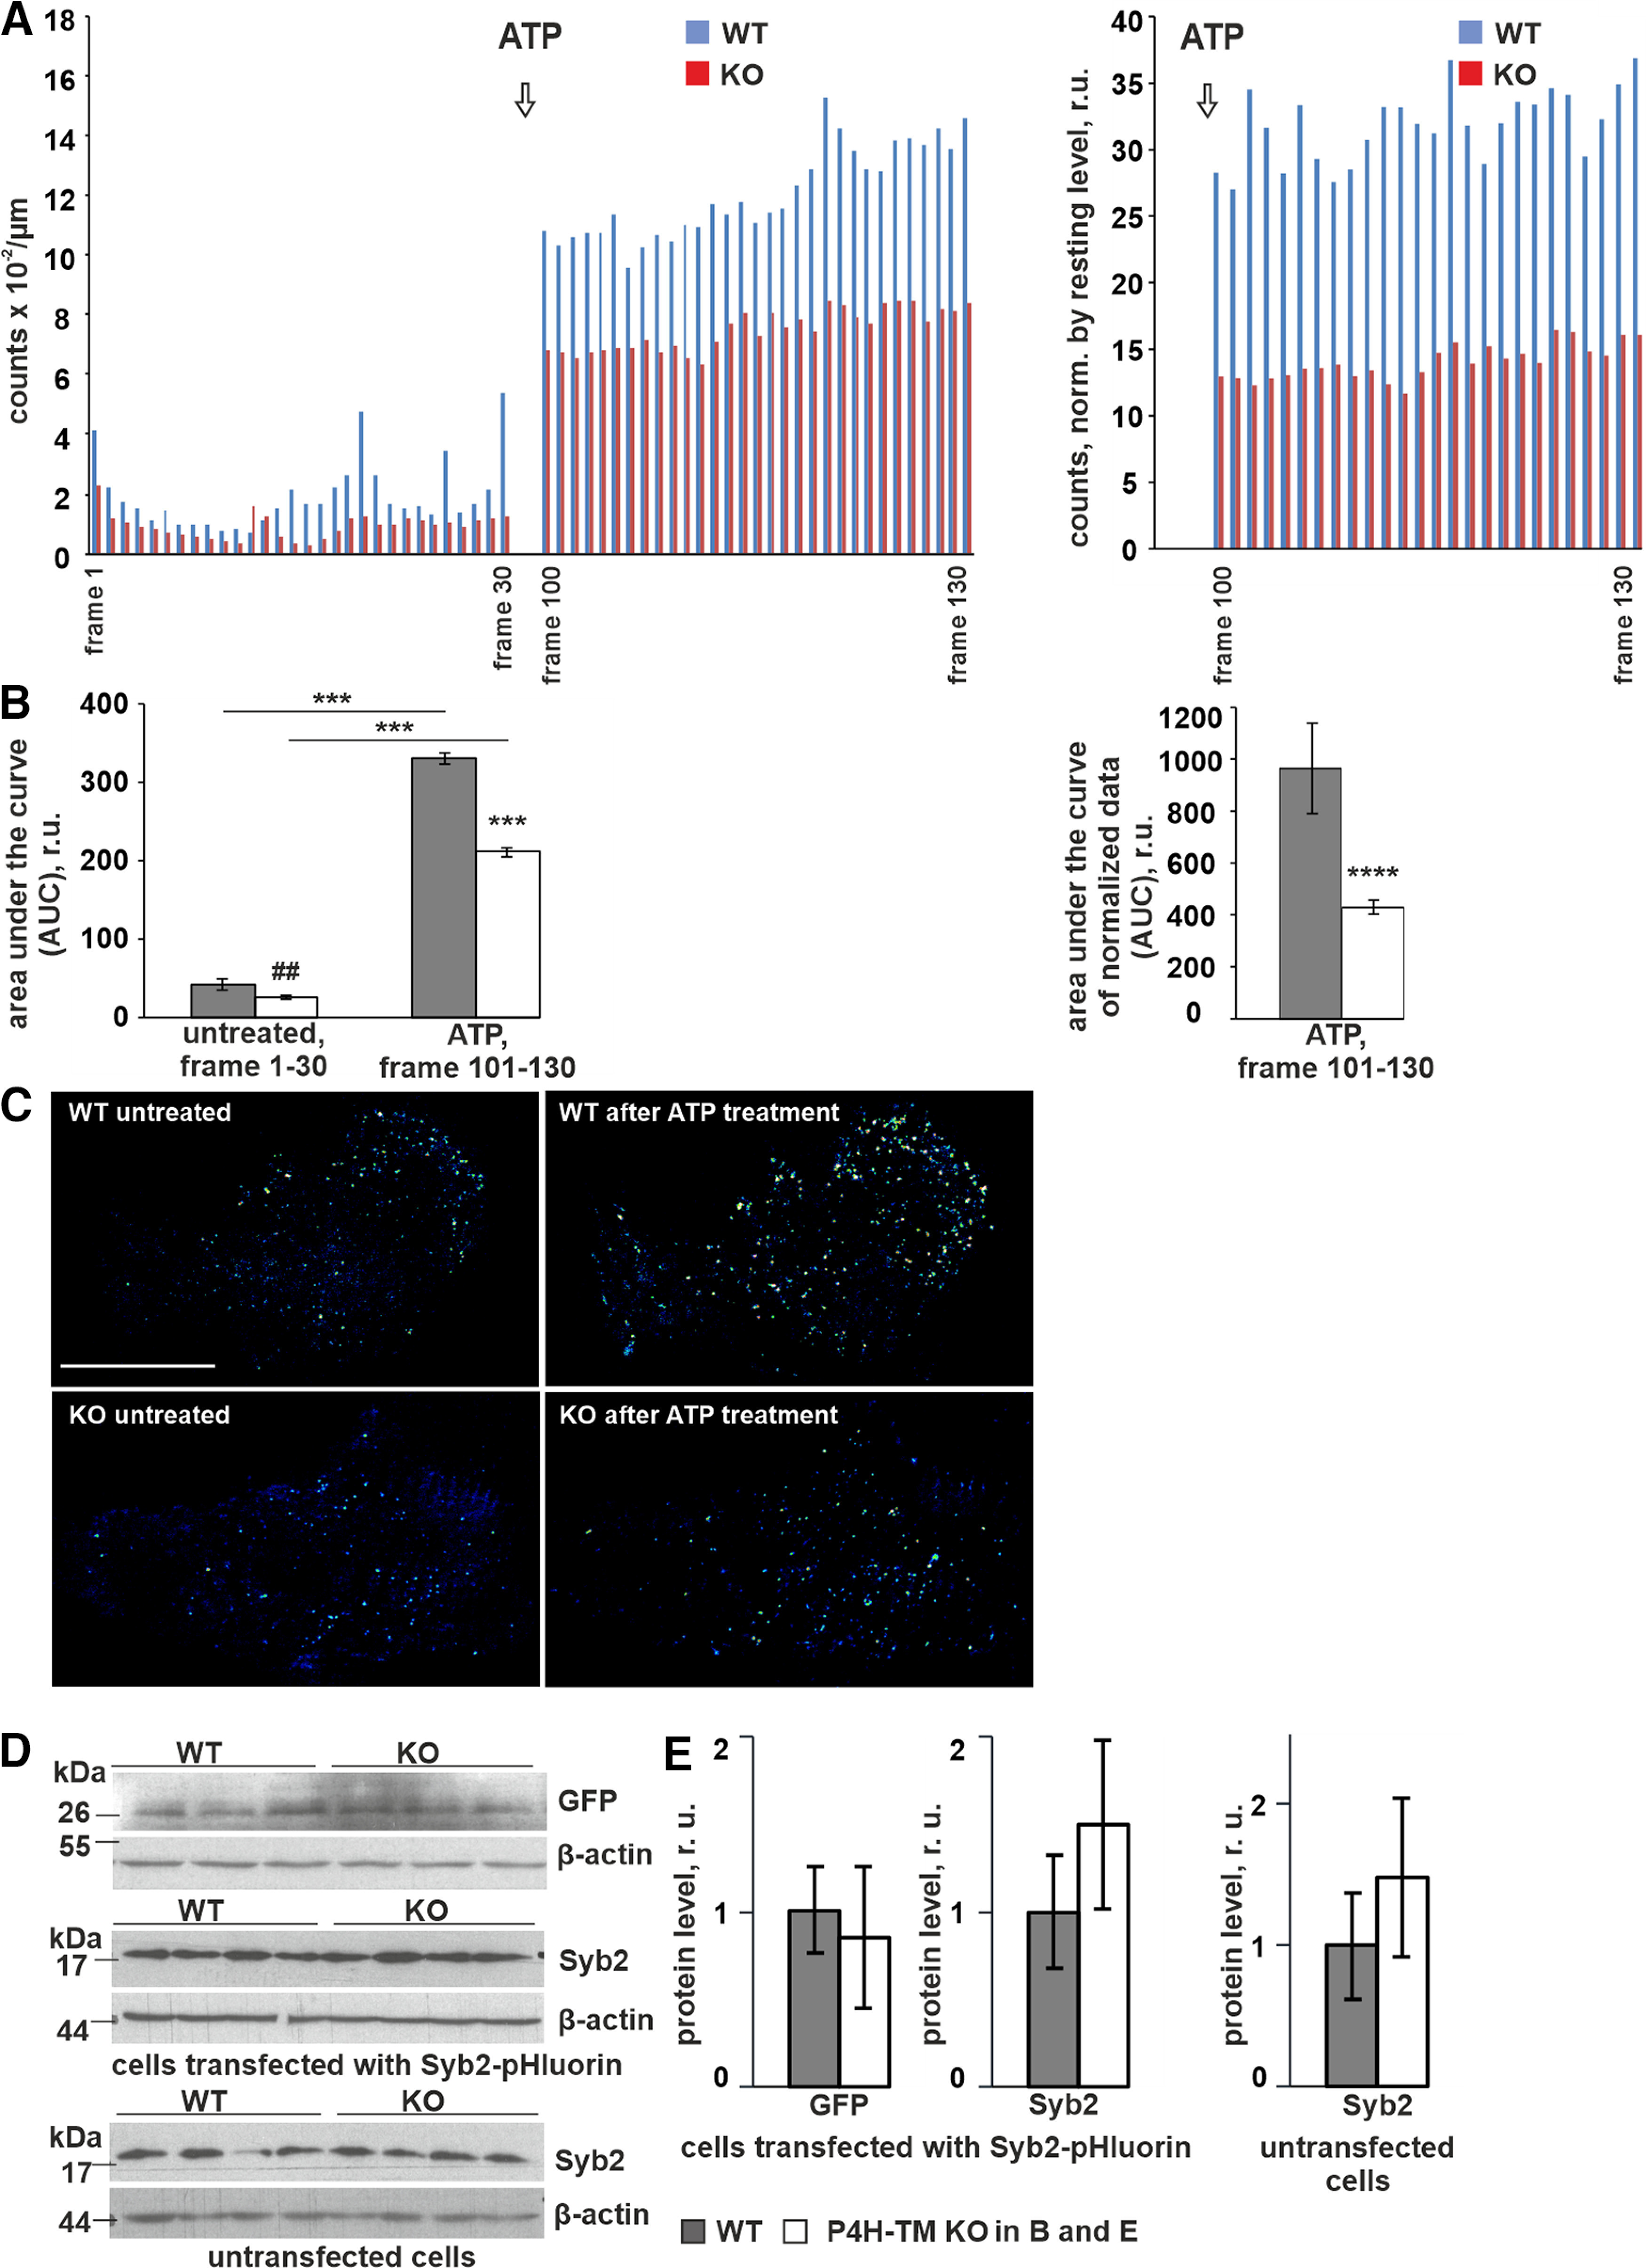
P4H-TM KO affects vesicular exocytosis induced by ATP. Primary cortical astrocytes were transiently transfected with Syb2-pHluorin to label small vesicles. To characterize the time course of vesicle release on the basal plasma membrane, time-lapse image series were generated by taking TIRF images every 1 s over ∼2 min (130 frames). Cells were treated with 100 μm ATP to stimulate calcium-dependent exocytosis, and bright punctate that appeared and then disappeared in the evanescent field was classified as a fusion/release event. ***A***, Analysis of TIRF images was done on 22–25 cells per genotype, 3 individual cultures per genotype, 6 mice per genotype. Number of fusion/release events, which is proportional to the exocytosis rate was quantified using ZEN and then ImageJ software. Each column indicates the average number of fusion/release events in each imaging frame. The number of both spontaneous and ATP-induced fusion/release events (left panel) as well as the number of ATP-induced events normalized by spontaneous signal (right panel) was lower in P4H-TM KO astrocytes when compared with WT. Data are presented as mean. ***B***, Quantification of TIRF data displayed in panel ***A***. The area under the curve (AUC) was calculated using GraphPad Prism software from raw data (left panel) and from normalized data (right panel) from time 0 to 30 s (before ATP treatment, left panel) and from time 100 to 130 s (after ATP treatment, left and right panels) in P4H-TM KO and WT astrocytes, *n* = 22–25 cells per genotype, 3 individual cultures per genotype, 6 mice per genotype. ***C***, Representative background subtracted ratio images of TIRF microscopy showing secretion of Syb2-pHluorin-positive vesicles on the basal plasma membrane. Panels show a time point before and after the ATP treatment and illustrate an overall lower exocytosis rate in P4H-TM KO astrocytes when compared with WT. Scale bar: 20 μm. ***D***, ***E***, Western blot analysis of GFP and Syb2 protein expression in untransfected cells and cells transfected with Syb2-pHluorin as indicated. Representative blots are shown (***D***), and the intensity of bands is quantitated by densitometry (***E***), *n* = 4 individual cultures per genotype, 4 mice per genotype. β-Actin represents a loading control. Data information: data (***B***) are presented as mean ± SEM; ##*p* < 0.01 and ****p < 0.0001 by Student’s *t* test; ***p < 0.001 by Tukey’s HSD test after one-way ANOVA method for multiple comparisons. Data (***E***) are presented as mean ± SEM, not significant by Student’s *t* test, r.u., relative unit.

### Intracellular ATP content is decreased in P4H-TM KO astrocytes

As reported above, expression of calcium sequestering ATPases (Fig. 1*F–I*) and mitochondrial uptake of calcium (Fig. 3*A*,*C*) were increased in *P4h-tm*^−/−^ astrocytes. Taking into account the high relative contribution of cellular ATPases to total ATP consumption (Smith et al., 2013) and the importance of ER–mitochondria calcium shuttling for mitochondrial ATP synthesis (Mallilankaraman et al., 2012a,b), we next analyzed intracellular ATP levels and ATPase activity in the *P4h-tm*^−/−^ astrocytes. The ATP content was significantly decreased, while ATPase activity was increased in whole-cell lysates of *P4h-tm*^−/−^ astrocytes relative to WT (Fig. 6*A*,*B*). The data on increased ATPase activity are consistent with the upregulated expression of calcium sequestering ATPases in *P4h-tm*^−/−^ astrocytes.

**Figure 6.**
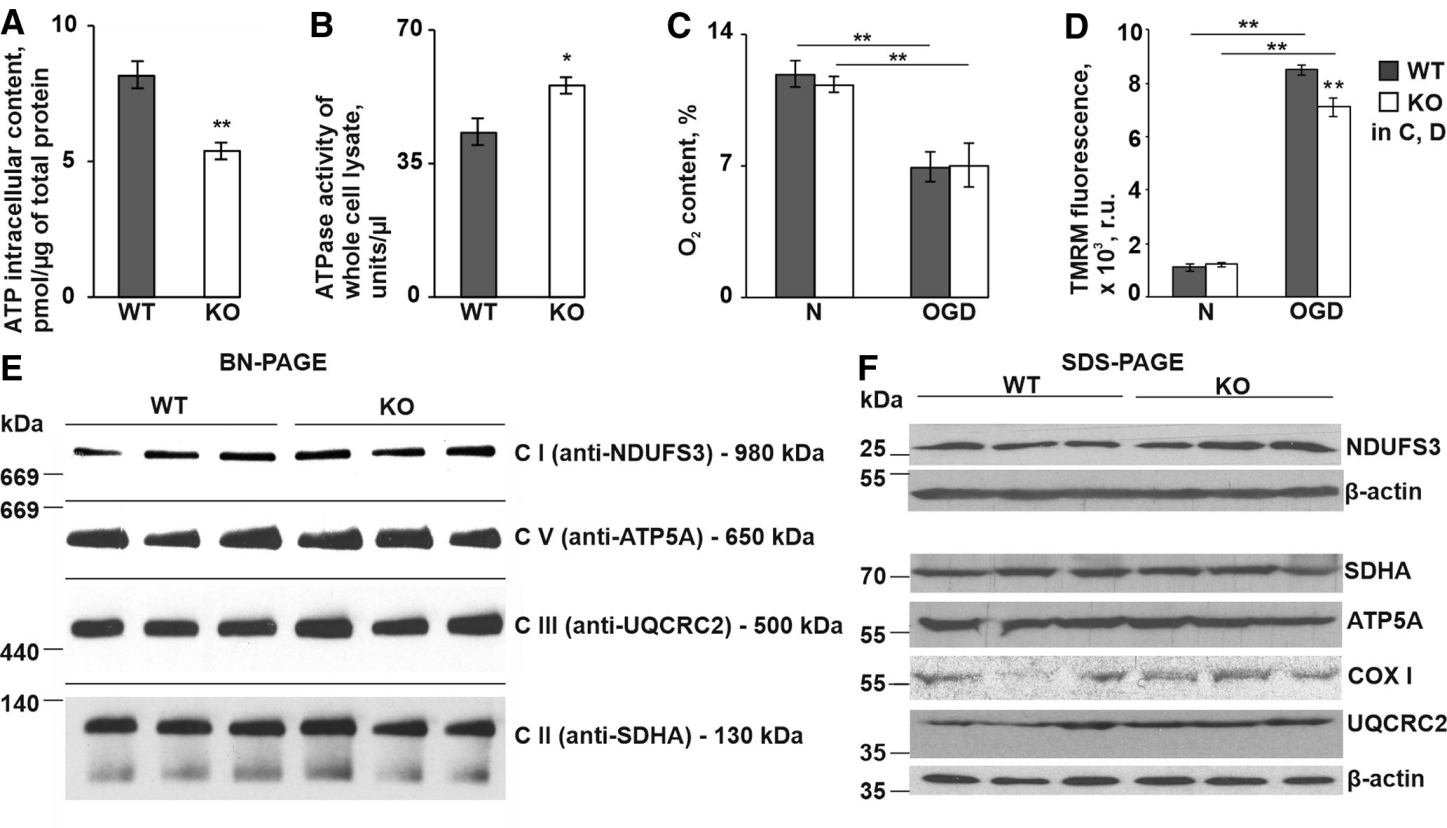
P4H-TM KO affects intracellular ATP content, cellular ATPase activity and mitochondrial membrane potential, without an influence on the amount of mitochondrial respiratory complexes and O_2_ consumption. ***A–F***, Experiments were carried on P4H-TM KO and WT primary cortical astrocytes. ***A***, ATP content in whole-cell lysate, *n* = 5 freshly prepared individual protein lysates per genotype, 5 mice per genotype. ***B***, Comparison of ATPase activity in whole-cell lysate, *n* = 9–10 freshly prepared individual protein lysates, 4–5 mice per genotype. ***C***, ***D***, Astrocytes were incubated in growth medium containing 1 g/l glucose under normoxic conditions (N) or in a medium containing no glucose under hypoxic (1% O_2_) conditions (OGD) for 20 h. ***C***, Intracellular oxygen content within the astrocyte monolayer. Normoxic or hypoxic culture was conducted in the presence of the oxygen-sensitive probe MitoXpress-Intra (10 μg/ml). After 20 h, time resolved fluorescence was measured on FLUOstar Omega microplate reader. Phosphorescent intensity of the probe was converted to O_2_ content using the plate reader software Mars; *n* = 4 individual cultures per genotype, 4 mice per genotype per condition. ***D***, Analysis of mitochondrial membrane potential in living astrocytes. After 20 h of normoxia or OGD astrocytes were loaded with TMRM fluorescent dye (150 nm) for 5 min. Fluorescence was measured on FLUOstar Omega microplate reader. The signal reflects accumulation of TMRM in the mitochondrial membrane and is proportional to membrane potential; *n* = 4 individual cultures per genotype, 4 mice per genotype per condition. ***E***, BN-PAGE analysis of mitochondrial RC complexes in astrocytes. Mitochondrial protein complexes were separated on a 5% – 15% BN-PAGE. Fully assembled Complexes I–V (CI–CV) were assessed using antibodies against the Complex I 39-kDa subunit (NDUFS3), Complex II succinate dehydrogenase complex flavoprotein subunit A (SDHA), Complex III core protein 2 (UQCRC2), Complex IV cytochrome *c* oxidase subunit I (COX I), and Complex V ATP synthase subunit α (ATP5A). The fully assembled Complex IV was under the detection limit. Representative blots of three individual cultures per genotype are shown. ***F***, SDS-PAGE and Western blot analysis of individual RC subunits in whole-cell protein lysates using the antibodies indicated in ***E***. β-Actin represents a loading control. Representative blots of three individual cultures per genotype are shown. Data information: data are presented as mean ± SEM in ***A–D***, *p < 0.05, **p < 0.01 by Student’s *t* test in ***A***, ***B*** and by Tukey’s HSD test after one-way ANOVA method for multiple comparisons in ***C***, ***D***. r.u., relative unit.

Previously, it was reported that the ATP synthesis rate in mitochondria correlates with the oxygen consumption rate (Salin et al., 2015), as well as with the mitochondrial membrane potential (Kadenbach et al., 2011). Nevertheless, despite the effect on ATP content, our data revealed no effect of P4H-TM KO on the respiratory capacity of astrocytes, either under normoxic conditions or under OGD (1% O_2_ and no glucose for 20 h; Fig. 6*C*). Interestingly, mitochondrial membrane hyperpolarization, which is known to be induced by OGD as an adaptive attempt of astrocytes to increase ATP production to overcome ischemic stress (Iijima, 2006; Korenić et al., 2014), was impaired in *P4h-tm*^−/−^ astrocytes when compared with WT (Fig. 6*D*). These data indicate that ATP production is likely to be impaired in mitochondria when *P4h-tm*^−/−^ cells are challenged with OGD.

A significant depression of ATP synthesis is seen in isolated brain mitochondria after inhibition of the respiratory chain (RC) Complex I, III, or IV (Davey and Clark, 1996). We therefore next investigated the amount of RC complexes required for oxidative phosphorylation in *P4h-tm*^−/−^ cells. Fresh mitochondria were isolated from digitonin-treated astrocytes and the assembly of OXPHOS complexes was analyzed by BN-PAGE followed by Western blotting. No apparent differences in the amount of assembled Complexes I, II, III, and V were observed between the genotypes (Fig. 6*E*). Unfortunately, we were not able to detect the fully assembled Complex IV by BN-PAGE. However, immunoblotting of individual subunits from all the OXPHOS Complexes I–V, including COXI of Complex IV, indicated no difference between the amounts of protein in whole-cell lysates between the genotypes (Fig. 6*F*). Based on these data, it is unlikely that oxidative phosphorylation is affected in *P4h-tm*^−/−^ cells at least under normoxic conditions and the observed increase in ATPase activity is a likely explanation for the decreased intracellular ATP level in *P4h-tm*^−/−^ astrocytes.

### Ultrastructural analysis of P4H-TM KO astrocytes shows alterations in mitochondria and electron-lucent small vesicles

As we observed differences in the vesicular exocytosis and ATP content in *P4h-tm*^−/−^ astrocytes, we next analyzed the number and morphology of mitochondria and vesicles by TEM (Fig. 7*A*). Our data revealed a decrease in the number of mitochondria per area (Fig. 7*B*) accompanied with enlargement of individual mitochondria (Fig. 7*C*) in *P4h-tm*^−/−^ cells, with no effect on mitochondria length or degree of branching (Fig. 7*D*,*E*). The reduced number of mitochondria, but with increased size, is in accordance with the observed equal total OXPHOS subunit protein amount in both genotypes (Fig. 6*F*). In addition, immunostaining for Tom20 in the mitochondrial outer membrane showed that *P4h-tm*^−/−^ astrocytes were frequently essentially devoid of mitochondria in the distal cellular parts/processes (Fig. 7*H*,*I*), indicating changes in the distribution of mitochondria between the genotypes.

**Figure 7.**
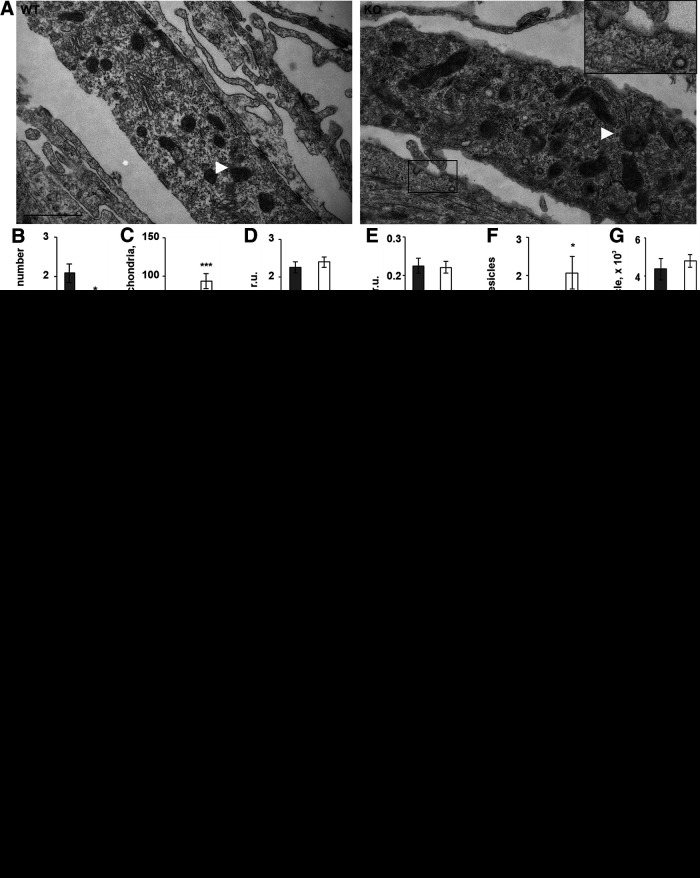
P4H-TM KO affects mitochondrial morphology and leads to accumulation of electron-lucent small vesicles (SLMVs) in the cytosol. ***A–G***, P4H-TM KO and WT astrocytes were analyzed by TEM. Morphometric analysis was performed on randomly selected fields. ***A***, Representative electron micrographs. Multiple mitochondria are visible (white arrows). The boxed area represents a 2.3× magnification: two SLMVs are apparent in the field of view, one of which is releasing its content to the extracellular space. Scale bar: 1 μm. ***B–E***, Morphometric analysis of mitochondrial number per cell area (***B***) and shape (***C–E***), *n* = 7 astrocytes per genotype in ***B***, *n* = 84–103 mitochondria per genotype in ***C–E***, 3 mice per genotype. ***F***, ***G***, Analysis of the number (***F***) and size (***G***) of SLMVs; *n* = 7 astrocytes per genotype in ***F***, *n* = 46 and *n* = 160 SLMVs in WT and KO cells, respectively, in ***G***, 3 mice per genotype. ***H***, ***I***, Primary cortical astrocytes were immunostained with anti-Tom20 antibody for analysis of mitochondrial morphology. Representative images (***H***) demonstrate the observed reduced mitochondrial density within the distal part of the cell processes (white arrows) in the P4H-TM KO astrocytes when compared with WT. Scale bar: 20 μm. The number of cells (***I***) with clear punctate mitochondrial staining in distal processes (phenotype 1) and number of cells with distal processes virtually devoid of any staining (phenotype 2) was quantified as percent to total number of cells, *n* = 6–7 cultures per genotype (corresponds to ∼150 cells analyzed per genotype). Data information: data are presented as mean ± SEM in ***B–G***, ***I***, *p < 0.05, ***p < 0.001 by Student’s *t* test in ***B–G***; *p < 0.05, **p < 0.01 by Tukey’s HSD test after one-way ANOVA method for multiple comparisons in ***I***. r.u., relative unit.

Analysis of electron-lucent small vesicular structures (SLMVs; Fig. 7*A*) showed that their number was significantly higher in *P4h-tm*^−/−^ astrocytes than in the WT (Fig. 7*F*), while no difference existed in the vesicle size between the genotypes (Fig. 7*G*). The majority of the vesicles was localized proximal to the plasma membrane and the average diameter was ∼74 nm^2^, which is in the size range (30–100 nm) reported for SLMVs (Vardjan and Zorec, 2015) that are known to contribute to the secretory vesicle population in astrocytes (Montana et al., 2006; Parpura and Zorec, 2010). The observed increased accumulation of SLMVs in the *P4h-tm*^−/−^ cells is likely to be a consequence of the less frequent exocytotic events (Fig. 5).

### HIF1 is involved in the P4H-TM-mediated regulation of calcium entry

As P4H-TM has been previously shown to affect HIF1 signaling (Koivunen et al., 2007; Laitala et al., 2012; Klotzsche-von Ameln et al., 2013; Leinonen et al., 2016) and as hypoxia is known to modulate calcium entry (Scott et al., 2015; Semenza and Prabhakar, 2015), we next analyzed the potential role of HIF1 and HIF2 in the P4H-TM-mediated regulation of calcium entry. In line with previous observation of HIF1α stabilization in *P4h-tm*^−/−^ cortical neurons (Leinonen et al., 2016), the amount of HIF1α was higher also in the *P4h-tm*^−/−^ astrocytes in normoxic conditions, the difference between the genotypes persisting also under OGD (Fig. 8*A*, upper panel, *B*, left panel). The increased level of HIF1α in the *P4h-tm*^−/−^ astrocytes was apparently because of stabilization of the protein, since HIF1α mRNA levels were similar in both genotypes (Fig. 8*C*). Furthermore, upregulation of the SERCA2 protein correlated with an increase in HIF1α stabilization (Fig. 8*A*, lower panel, *B*, right panel). To confirm the role of HIF1 in the SERCA2 regulation, we performed HIF1α and HIF2α siRNA knock-down experiments. The *Hif1a* and *Hif2a* expression was efficiently and specifically reduced by the siRNAs at both mRNA (Fig. 8*D*) and protein level (Fig. 8*E*). Western blotting showed that the SERCA2 protein amount in *P4h-tm*^−/−^ astrocytes was reduced to the WT levels or even lower in siHIF1α-treated cells in normoxia, while no effect was seen on siHIF2α treatment (Fig. 8*F*). Next, we assessed whether knock-down of HIF1α or HIF2α affects calcium entry in *P4h-tm*^−/−^ astrocytes by performing Fluo-4 time-lapse imaging 24 h after the transfection with siRNAs. The data show that the attenuation of ROCE in *P4h-tm*^−/−^ cells was reversed on treatment with siHIF1α, but not siHIF2α (Fig. 8*G*). Taken together, these results indicate that the higher SERCA2 expression and reduced ROCE is mediated by stabilization of HIF1 in *P4h-tm*^−/−^ astrocytes.

**Figure 8.**
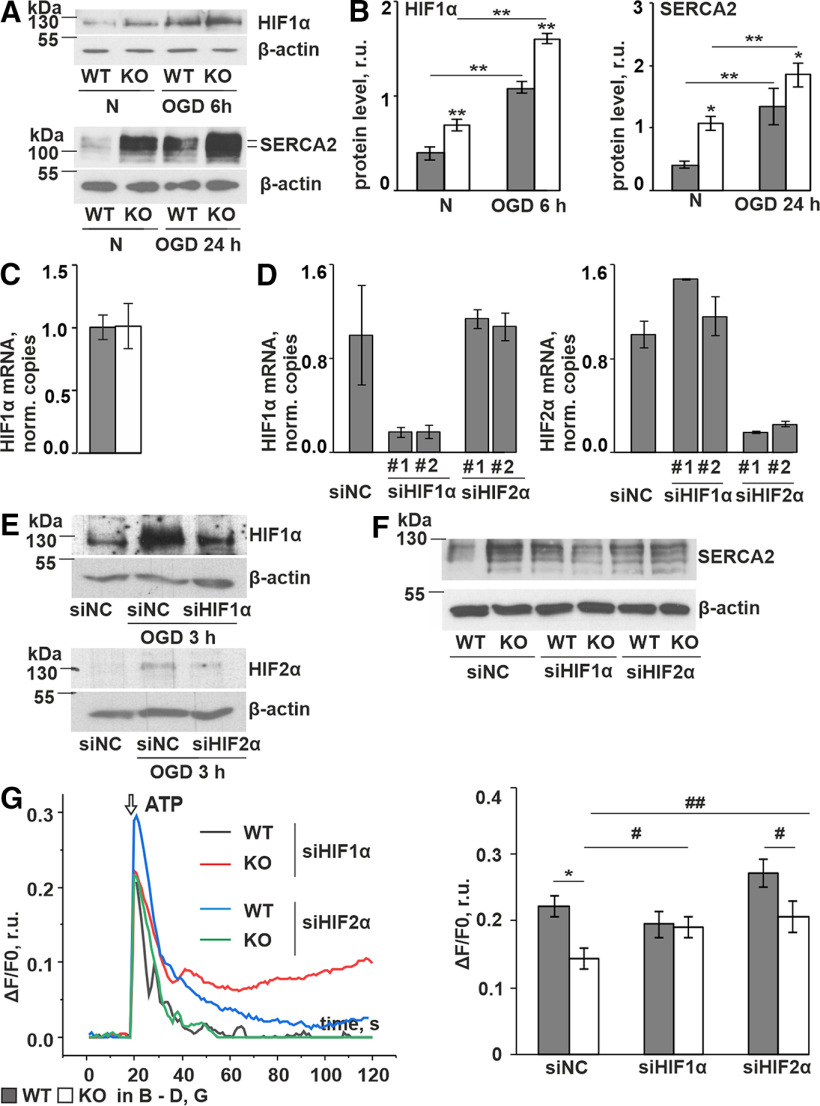
HIF1 mediates the P4H-TM effects on calcium signaling in primary cortical astrocytes. ***A***, ***B***, Western blot analysis of HIF1α stabilization (***A***, upper panel; ***B***, left panel) and SERCA2 protein expression (***A***, lower panel; ***B***, right panel) in primary cortical astrocytes incubated in normoxic (N) or oxygen (1% O_2_)-glucose deprived (OGD) conditions for 6 and 24 h, respectively. Representative blots are shown in ***A***, and the intensity of bands was quantitated by densitometry (***B***), *n* = 3 individual cultures per genotype per condition, 6 mice per genotype. β-Actin represents a loading control in (***A***). ***C***, qRT-PCR analysis of HIF1α mRNA level in normoxic astrocytes. ***D–G***, WT and P4H-TM KO astrocytes were transfected with either negative control siRNA (siNC), HIF1α siRNA (siHIF1α #1–2) or HIF2α siRNA (siHIF2α #1–2) and cultured for a further 24 h. ***D***, qRT-PCR analysis of HIF1α (left panel) and HIF2α (right panel) mRNA levels in WT astrocytes after transfection with indicated siRNAs, *n* = 2 independent cultures per siRNA. ***E***, HIF1α siRNA and HIF2α siRNA transfected WT astrocytes were exposed to OGD for 3 h and HIF1α and HIF2α stabilization was analyzed by Western blotting. Representative Western blots are shown. β-Actin represents a loading control. ***F***, Representative Western blots of SERCA2 expression in siRNA-transfected cells. β-Actin represents a loading control. ***G***, siRNA transfected astrocytes were loaded with Fluo-4 and stimulated with 100 μm ATP in a calcium-containing buffer. Representative traces of P4H-TM KO and WT astrocytes are shown on the graphs. Changes in cytosolic calcium [Ca^2+^]i peak amplitudes are shown in the diagrams. The attenuated ATP-evoked increase in [Ca^2+^]_i_ observed in P4H-TM KO cells relative to WT is eliminated by siHIF1α treatment, but not by siHIF2α, *n* = 22–33 cells per condition. Data information: data are presented as mean ± SEM in ***B–E***, ***G***; #*p* < 0.05, ##*p* < 0.01 by Student’s *t* test and *p < 0.05, **p < 0.01 by Tukey’s HSD test after one-way ANOVA method for multiple comparisons. r.u., relative unit.

## Discussion

We show for the first time that P4H-TM is a major regulator of calcium signaling. Both ROCE and SOCE were affected in *P4h-tm*^−/−^ cortical astrocytes. Furthermore, calcium-dependent agonist-induced gliotransmission was downregulated in *P4h-tm*^−/−^ cells. siRNA data showed that HIF1α, but not HIF2α, is the principle downstream mediator of P4H-TM action on calcium signaling.

Several calcium sequestering ATPases, i.e., SERCA2, SERCA3, and PMCA3, were upregulated in *P4h-tm*^−/−^ astrocytes (Fig. 1*F–I*). Our results showing a decreased ATP-evoked raise of [Ca^2+^]_i_ in *P4h-tm*^−/−^ astrocytes (Fig. 2*B*) is in line with previous observations of similar calcium signaling plasticity on concomitant changes in SERCA and PMCA levels in cardiomyocytes (Ji et al., 2000), CHO cells (Brini et al., 2000), and pancreatic acinar and submandibular gland duct cells (Zhao et al., 2001).

It has been shown that PMCA and SERCA overexpression regulates the resting level of calcium in the ER of CHO cells in an opposite manner: higher [Ca^2+^]_er_ in SERCA overexpression versus lower [Ca^2+^]_er_ in PMCA overexpression (Brini et al., 2000). Our data showing a higher ionomycin-evoked increase in [Ca^2+^]_i_ in *P4h-tm*^−/−^ cells (Fig. 2*I, J*) suggests increased [Ca^2+^]_er_ resting level, pointing to a major contribution of SERCA. Based on evidence provided by the GECIs (Fig. 3), we suggest that in *P4h-tm*^−/−^ astrocytes ROCE is shaped by mitochondrial uptake, rather than by ER release and thus it is not proportional to the calcium content in the ER. Furthermore, it was previously shown that PMCAs can shape the pattern of calcium transients induced by SOCE (Pászty et al., 2015). Thus, in *P4h-tm*^−/−^ astrocytes, the enhanced increase in [Ca^2+^]_i_ on TG stimulation, and the substantial increase in [Ca^2+^]_i_ on calcium perfusion of the cells, could be the result of enhanced expression of PMCA2 and PMCA3 (Fig. 2*F, G*).

Our data on increased passive leak, measured in the presence of pharmacological modulators of leak channels (Fig. 4*A*,*B*), as well as increased expression of structural components of leak channels (Fig. 4*C–E*), suggest a compensatory mechanism to balance calcium homeostasis with increased expression of calcium sequestering ATPases in *P4h-tm*^−/−^ cells. Noteworthy, passive calcium leak via translocon is the first step of SOCE activation (Flourakis et al., 2006; Ong et al., 2007). Our results showing both enhanced passive leak and enhanced SOCE in *P4h-tm*^−/−^ astrocytes are in line with these studies.

An increase in [Ca^2+^]_i_ in astrocytes can trigger exocytotic release of gliosignals (Vardjan and Zorec, 2015). In particular, application of ATP stimulates calcium-dependent glutamate (Jeremic et al., 2001), aspartate (Duan et al., 2003), and ATP (Anderson et al., 2004; Pangrsic et al., 2007) release (Zimmermann, 2016). Calcium-dependent vesicular release of glutamate and ATP depends on the presence of the SNARE complex of proteins containing Syb2 (Zorec et al., 2012). We provide evidence using TIRF microscopy that exocytosis of Syb2-containing vesicles from astrocytes is decreased in *P4h-tm*^−/−^ cells (Fig. 5). Calcium-dependent exocytosis of gliotransmitters plays an important role in the communication between astrocytes and neurons, affects synaptic plasticity and is involved in cognitive function and several neurologic disorders (Ongür et al., 1998; Rajkowska et al., 1999; Cotter et al., 2001; Sheline et al., 2003; Banasr and Duman, 2008; Sasaki et al., 2012; Cao et al., 2013; Pannasch and Rouach, 2013). On the other hand, several steps in the vesicle release cycle are dependent on appropriate ATP levels. The supply of ATP by mitochondria is crucial for neurotransmitter release in neurons (Djeungoue-Petga and Hebert-Chatelain, 2017) and even a short interruption in ATP synthesis is sufficient to disrupt synaptic transmission in neurons (Rangaraju et al., 2014). Similarly, ATP production by mitochondria is likely to support gliotransmission in astrocytes (Jackson and Robinson, 2018). Therefore, we suggest that the observed disturbance of calcium homeostasis and modulation of intracellular ATP in *P4h-tm*^−/−^ astrocytes leads to a substantial decrease in exocytosis of gliotransmitters. This could impair the ability of *P4h-tm*^−/−^ astrocytes to modulate neuronal activity, which should be addressed in future studies. This is of particular interest regarding the involvement of P4H-TM inactivation in a severe human intellectual disability syndrome (Kaasinen et al., 2014; Rahikkala et al., 2019).

ATP synthesis during oxidative phosphorylation often correlates with O_2_ consumption, mitochondrial membrane potential (ΔΨ) and relative levels of fully assembled Complexes I, III, IV, and V (Schultz and Chan, 2001; Simonnet et al., 2014). Since none of these parameters were influenced in *P4h-tm*^−/−^ astrocytes (Fig. 6*C–F*), it is likely that the increased metabolic demands in *P4h-tm*^−/−^ astrocytes are not met by an increased production of ATP by mitochondria, and thus ultimately lead to low levels of intracellular ATP. Interestingly, although *P4h-tm*^−/−^ cells had no effect on the ΔΨ in normoxia, we observed a decrease in OGD-induced hyperpolarization (Fig. 6*D*). The mechanism of hyperpolarization is still under debate (Iijima, 2006), but it has been proposed that maintenance of ΔΨ despite respiratory inhibition is because of ATP hydrolysis by the F_1_F_O_-ATP synthase working in a reverse mode (Maldonado and Lemasters, 2014). Under ischemia, ΔΨ can be maintained as long as glycolysis provides ATP (Nieminen et al., 1994). Accordingly, dissipation of the mitochondrial membrane potential seems to be a consequence of severe energy deficit (Iijima, 2006). Thus, a decreased ability to maintain the hyperpolarized state of mitochondria during OGD can be related to the initial low cytosolic ATP content of normoxic *P4h-tm*^−/−^ astrocytes.

Enlargement of mitochondria often parallels a decrease in the numerical density of the organelles (Bertoni-Freddari et al., 1993), a phenomenon observed also in *P4h-tm*^−/−^ astrocytes (Fig. 7*B*,*C*). Previously, an inverse correlation between the size and metabolic competence of mitochondria was reported in the cerebellar cortex (Bertoni-Freddari et al., 2003) and significant mitochondrial enlargement occurs on adverse cellular conditions (e.g., oxidative stress; Bertoni-Freddari et al., 1993; Karbowski et al., 1997). It is likely that the decreased number mitochondria with enlarged size is not capable to provide adequate amounts of ATP because of its higher utilization by increased expression of calcium sequestering ATPases in *P4h-tm*^−/−^ astrocytes.

A redistribution of mitochondria was observed in *P4h-tm*^−/−^ astrocytes (Fig. 7*H*,*F*) instead of distribution throughout the arborization. Mitochondria are actively transported to sites of elevated calcium activity both in neurons and astrocytes, where they provide local energy and directly sequester calcium, thus regulating local [Ca^2+^]_i_ levels (Motori et al., 2013; Stephen et al., 2015; Rivera et al., 2016; Jackson and Robinson, 2018). The main mechanism that regulates mitochondria mobility and morphology is fusion/fission (Jackson and Robinson, 2018). The lower activity in *P4h-tm*^−/−^ astrocytes of both calcium response and vesicular exocytosis could potentially shift mitochondria mobility to prevalent fusion and thus an increase in size, accompanied with redistribution of mitochondria from the periphery toward the soma (Jackson and Robinson, 2018), but to underpin the exact molecular mechanisms responsible for the observed increase in mitochondrial size in *P4h-tm*^−/−^ astrocytes requires further studies. Activity-dependent positioning of mitochondria is crucial for synaptic transmission in neurons (Guo et al., 2005; Verstreken et al., 2005; Djeungoue-Petga and Hebert-Chatelain, 2017) and a similar role of mitochondria positioning has been proposed for gliotransmission in astrocytes (Jackson and Robinson, 2018). Therefore, the decreased density of mitochondria in distal processes of *P4h-tm*^−/−^ astrocytes may contribute to impaired gliotransmission. The lack of mitochondria in distal processes of the *P4h-tm*^−/−^ cells is especially noteworthy as emerging evidence suggests that the most important calcium transients for neuronal function occur in fine astrocyte processes, rather than in the soma (Volterra et al., 2014; Bazargani and Attwell, 2016).

Modulation of cytosolic calcium level or complete store depletion can affect HIF1α stabilization (Berchner-Pfannschmidt et al., 2004; Liu et al., 2004; Hui et al., 2006; Chai et al., 2016; Divolis et al., 2016). Constitutive stabilization of HIF1α has been shown to result in increased SERCA2 expression and diminished calcium response on T-cell receptor stimulation in thymocytes (Neumann et al., 2005). In line with our data, HIF1α was shown to mediate SERCA2b upregulation in neurons during OGD (Kopach et al., 2016). Nevertheless, although hypoxia significantly decreased the mean amplitude of caffeine-induced calcium transient in cardiomyocytes, it downregulated SERCA2 expression in these cells (Ronkainen et al., 2011; Revuelta-López et al., 2015). It is known that in cardiomyocytes, the activity of calcium pumping by SERCA2 depends on the phosphorylation status of the regulatory protein phospholamban (Haghighi et al., 2014). Thus, the different effects on SERCA2 expression by hypoxia in cardiomyocytes and P4H-TM inactivation in astrocytes, could be because of the different cell types investigated. Noteworthy, it has been shown that a combined deletion of HIF-P4H-2 and HIF-P4H-3 and hence HIF1α stabilization in cardiomyocytes leads to a drastic decrease in phospholamban expression (Xie et al., 2015). In addition, HIF1α was recently shown to directly regulate key proteins involved in SOCE, such as different isoforms of STIM and Orai, thus mediating enhanced SOCE under hypoxic conditions in several cell types (Li et al., 2015). We demonstrate here that HIF1α is a key mediator of SERCA2 overexpression as well as decreased ROCE in *P4h-tm*^−/−^ astrocytes, while HIF2α does not play a role (Fig. 8).

Taken together, our study identifies P4H-TM as a novel regulator of several aspects of calcium signaling in astrocytes. In addition, we show that HIF1α is the key mediator between P4H-TM and calcium signaling. Besides the microarray analysis of the whole cortex and qRT-PCR analyses of selected key genes in the astrocytes reported in this study, transcriptome analysis of the WT and *P4h-tm*^−/−^ astrocytes either by microarray analysis or RNA-seq would be of interest in the future to reveal possible further effects of P4H-TM on genes involved in calcium signaling. In addition, whether inactivation of P4H-TM has similar effects on calcium signaling in other cell types remains to be studied. Furthermore, future studies are required to analyze what effects P4H-TM has on astrocyte functions in for example various disease settings, and to what extent they are caused by the effects on calcium signaling observed in this study. For example, it will be of interest to determine whether the observed effects of P4H-TM on calcium signaling and vesicular transport will provide novel information on the etiology of the human HIDEA disease caused by P4H-TM mutations (Kaasinen et al., 2014; Rahikkala et al., 2019) and the behavioral phenotype of increased social behavior, decreased anxiety, and absence of despair of the *P4h-tm*^−/−^ mice (Leinonen et al., 2019).

How the deposited data were processed for this re-analysis (not part of the article)

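Cortical tissue of male WT and P4H-TM KO littermates aged 2.5 months was profiled on Affymetrix mouse genome arrays. The RNA of 4 mice was pooled per genotype, which gave 2 arrays in all, 1 per genotype. The legend of Fig. 1 counts the mice and not the arrays. The authors quantified the scanned intensities with the GeneChip Operating System and normalized them with the GenePattern software, and the submitters' processing notes name RMA, with no version given in the sources used here. RMA corrects the background, normalizes between arrays and summarizes each probe set, and the deposited values are log2 values rounded to 2 decimals. They ran from 2.69 to 14.91, with medians of 6.38 for WT and 6.39 for P4H-TM KO. Because rounding sets a step of the last decimal, medians close to 0 are coarse.

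Of the probe sets, 64 are controls, 34958 carry 1 gene symbol in the platform annotation, 932 carry several and 9160 are unnamed here; 13 of the controls also carry a symbol. Genes were named only from probe sets with 1 symbol, with symbols checked against the RefSeq gene table of assembly GRCm38.p6, which was used only for names and gene order. Each of 18193 genes took the probe set with the highest mean of both arrays. Counts of genes used a threshold of 1.5-fold and the 11730 genes whose mean reached 6.385, the median of all probe sets. List medians used no such filter. No gene was called significant, because there is 1 array per genotype.

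A total of 33 gene lists was fixed before the data were examined, written from general knowledge and not taken from KEGG or Reactome. Of 934 listed genes, 845 were measured. Each median was placed among 10000 random lists matched in 20 bins of mean signal, as a description of these arrays. Enrichment scores used the weighted running sum of GSEA, with 1000 random lists and no p-value. For signal to noise, the SD was set to 0.2 times the mean, as there is 1 array per genotype. Genes beside P4htm were counted among 50 genes above the filter on each side. Differences were simulated from these arrays for the comparison of P4H-TM KO with WT over 11730 genes. All 100 genes changed 2-fold passed 1.5-fold, as did 93% of 100 genes changed 1.62-fold downward, and 0 unchanged genes did. On the arrays 74 genes were at least 1.5-fold higher and 6 lower, so the simulated unchanged genes lacked such large differences. The 0 therefore gives no rate of false calls. Of 100 simulated lists of 30 genes, 6% lay outside the middle 95% of random lists without a shift and 99% with a shift of 0.1.

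The genes named in the text were chosen from P4htm, a fixed list of genes of calcium handling, the HIF pathway, the translocon and vesicle fusion, most of which the paper studies, the 10 largest increases and 10 largest decreases above the filter whose probe sets above the filter all differ the same way, the 2 highest and 2 lowest members of each list above the filter, and the 3 printed genes of each panel of Fig. 1A-D with the largest differences. Hemk1, Ttr, Gja3, Cox8b, Tacr3, Nos1 and the blood markers other than Hbb-b2 were named outside this rule, after their values were seen. The directions of the heat map genes had been seen in the figure. The amygdala and piriform list includes receptor genes printed in Fig. 1A. Alternatives comprised other ways to combine probe sets, centred arrays, removal of the intensity trend with loess at a span of 0.3, other filters and thresholds, other rankings and other windows. An alternative for values on a linear scale did not apply. Counts were treated as stable within 1.5 times, list medians within the SD of the random medians, and single genes within the pooled SD between probe sets. The direction of the ranking, the removal of Fig. 1 genes from the amygdala and interneuron lists and the filter on the higher of the 2 arrays were added after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The astrocyte experiments were not analysed here.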

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

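Removal of the intensity trend and the window of 50 genes were set before the data were examined; the use of these and of the other tests to weigh explanations, with their bounds, was chosen after the results were seen. The genotypes are represented by 1 array each. The results were picked out because they concern gene lists other than the array pathways of the paper, although it also treats the ER stress response in astrocytes and collagen hydroxylation and 5 genes of the amygdala and piriform list are printed in Fig. 1A, and because the median of a list lay outside the middle 95% of random lists, or, for Spink8, because of the size of its difference.

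Choroid plexus markers had a median log2 difference of 1.525 between P4H-TM KO and WT, and the meninges markers one of 0.40. Removing the trend with signal intensity left the choroid plexus median at 1.52, which argues against that trend as the whole cause. Other effects of normalization were not tested. Tissue bordering the cortex in the P4H-TM KO pool is a candidate explanation, since the meninges markers (0.40), none of which is on the choroid plexus list, were higher too. Whether meninges markers are also expressed in the choroid plexus was not examined, so these lists may not be independent. Ttr, the most abundant choroid plexus marker, had 14.49 in WT and 14.86 in P4H-TM KO on its brightest probe set, close to the highest value on the arrays, and differed by 0.37 to 0.96 over its probe sets. A change of expression within the choroid plexus by genotype was not tested, and with 1 pool per genotype it cannot be told apart from a difference in tissue.

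Spink8, which is the 15th gene above the filter from P4htm on chromosome 9, had a log2 difference of −2.07. Without P4htm, 4 of the 5 genes at least 1.5-fold lower in P4H-TM KO lie on chromosome 9, which holds 5.75% of the genes above the filter, a count made after the values were seen. This was 2 of 2 with probe sets averaged, 3 of 5 without probe sets that can match other transcripts and 5 of 26 without a filter. Among 50 genes above the filter on each side of P4htm, Spink8 (lower) and Hemk1 (higher, by 0.78) differed by 1.5-fold, which lies at the 91.4 percentile of all windows. Abhd14b and Abhd14a lie just outside this window, as the 54th and 55th genes. The percentile was 84.7 among 25 genes on each side, 95.9 among 100, with 4 changed genes, and 96.2 without a filter, with 3, and flanking donor-strain sequence at the targeted locus stays possible. Probe sets shared with other transcripts stay open as well: the brightest probe set of Hemk1 is so marked, although its other one, which is not, differed by 0.62, and Spink8 has 1 probe set, not so marked, and so no second one to test it. No effect of the knockout on these genes was tested.

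Genes of the unfolded protein response had a median difference of 0.15, with 20 of 25 higher in P4H-TM KO, led by Sdf2l1 (0.54) and Creld2 (0.44). The median was 0.15 with the intensity trend removed, which argues against that trend. Immediate early genes, which respond to neuronal activity, had a median of 0.22, so the state of the animals when they were killed may contribute. This cannot be told apart from an effect of genotype, since both would differ between the pools. Whether bordering tissue contributes was not tested.

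Collagen synthesis genes had a median difference of 0.135, which was 0.0525 with probe sets averaged, and 3 of them are also on the meninges list. Circadian clock genes had one of 0.07, which was 0.04 at the 90.6 percentile with probe sets averaged and a mean of 0.04 at the 82.6 percentile. Astrocyte markers had one of −0.06. Oligodendrocyte markers had one of −0.26. Endothelial markers and mural cell markers had medians of 0.08 each, and means of 0.09 and 0.16 at the 97.1 and 99.3 percentiles. Blood markers had a median of −0.69 over 7 measured genes, of which 1 passed the filter. S100a8 (−1.26), Slc4a1 (−1.0), S100a9 (−0.97) and Alas2 (−0.69) were lower, whereas the haemoglobin genes Hba-a1, Hba-a2 and Hbb-b2 differed by 0.08, 0.17 and −0.22, and S100a8 and S100a9 were above the filter in WT only. The median was −0.45 with probe sets averaged and −0.24 without probe sets that can match other transcripts. Hippocampus markers had one of −0.08, and amygdala and piriform markers one of 0.11 and a mean of 0.24. Of the latter, Trhr, Oxtr, Htr2c, Tacr3 and Nos1 are printed as higher in P4H-TM KO in Fig. 1A, which had been seen when the list was written; without them, an alternative chosen after the values were seen, the median was 0.035 at the 84.8 percentile.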

How the results depend on the processing

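The ranking from the P4H-TM KO end, the removal of Fig. 1 genes from 2 lists and the filter on the higher of the 2 arrays were chosen after the data were seen; the other settings were not. The 74 higher genes numbered 50 to 111 under 7 other settings, 25 with a filter at the 70th percentile and 26 at 2-fold. The 6 lower genes numbered 3 with probe sets averaged, 27 without a filter, 10 with the filter on the higher of the 2 arrays and 2 at 2-fold. The P4htm difference of −1.95 was −1.80 with probe sets averaged and −1.64 on the other probe set. The median of calcium signaling (−0.02) became a mean of 0.0117, that of membrane trafficking (0.01) was 0 with centred arrays, and that of oxidative phosphorylation (0.02) was 0.01 with centred arrays and 0.00982 as a mean. The calcium ATPase median of 0.00 was −0.05 with probe sets averaged and 0.04 above the filter. Changed neighbours of P4htm (2) numbered 1 among 25 genes on each side and 4 among 100, the latter at the 95.9 percentile, and 3 without a filter, at the 96.2 percentile.

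Enrichment scores depended on the ranking. On the log2 difference they were −0.310 for calcium signaling, 0.210 for membrane trafficking, −0.160 for oxidative phosphorylation and −0.354 for SNARE interactions, and on signal to noise −0.307, 0.209, −0.160 and −0.353. Ranked on the ratio from the P4H-TM KO end, membrane trafficking had 0.186, oxidative phosphorylation 0.247 and SNARE interactions 0.235. On signal to noise from that end, the scores were 0.306, −0.208, 0.162 and 0.326. On signal to noise, turning the ranking reverses the order and keeps the weights, which turns the sign of these scores; on the ratio, the weights change as well, and calcium signaling was above 0 from both ends (0.116 from the P4H-TM KO end). The cause of the other shifts was not tested.

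Of 232 alternatives to list medians, 196 stayed within the SD of random medians. The median of blood markers could not be taken above the filter, where 1 gene remained. Of 129 alternatives for named genes past 1.5-fold, all 129 kept the direction and 118 stayed past 1.5-fold. All 16 alternatives to the heat map tallies stayed within 1.5 times. No paired analysis was possible because there is 1 array per genotype. Genes near the background signal limit what the arrays can show, as do the 2 arrays themselves.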

Differences from the paper's values

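The enrichment plots in the paper have positive scores for all pathways, about 0.17 in Fig. 1B, about 0.26 in Fig. 1C and about 0.24 in Fig. 1D, read by eye. Ranked from the WT end on the ratio, the scores here were −0.132 for membrane trafficking, −0.209 for oxidative phosphorylation and −0.242 for SNARE interactions, on gene lists that are not the sets of the paper. For membrane trafficking, ranking on the log2 difference (0.210) or on signal to noise (0.209), both set before the data were examined, came within 1.5 times of the paper's value. With 1 array per genotype, signal to noise takes an SD of 0.2 times the mean and is a function of the same difference, so these are not 2 independent rankings. For oxidative phosphorylation and SNARE interactions, neither did, at −0.160 and −0.160 and at −0.354 and −0.353. Ranked on the ratio from the P4H-TM KO end, a setting chosen after seeing the values out of 6 rankings per list, the scores were 0.186, 0.247 and 0.235 and lay within 1.5 times of the paper's values. On signal to noise from that end, also chosen after seeing the values, SNARE interactions had 0.326, within 1.5 times, whereas membrane trafficking had −0.208 and oxidative phosphorylation 0.162, which were not. The printed labels name the ratio as the metric of Fig. 1A,B and signal to noise as that of Fig. 1C,D. For calcium signaling the score of 0.136, ranked on the ratio from the WT end, was within 1.5 times of the paper's value, about 0.13 in Fig. 1A. The score of 0.116 on the ratio from the P4H-TM KO end was so too. Because 21 of 22 measured genes printed in Fig. 1A were higher in P4H-TM KO, the similar size of 0.136 does not show the same direction. The calcium signaling scores on the log2 difference (−0.310), on signal to noise (−0.307) and on signal to noise from the P4H-TM KO end (0.306) were not within 1.5 times.

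The enrichment plots mark the left end of the ranking as WT, whereas the genes in the heat maps are shown as high in P4H-TM KO, with few exceptions. In the values used here, 21 of 22, 21 of 21, 19 of 22 and 19 of 23 of the printed genes were higher in P4H-TM KO. In Fig. 1D some genes are printed as lower, and 22 of its 23 genes had the printed direction.

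The paper states that several calcium ATPases were among the altered genes of the cortex arrays. Here none of 9 such genes differed by 1.5-fold on its brightest probe set, and the highest difference was 0.22, for Atp2c1. The paper states no fold threshold for these genes, so the 1.5-fold count is not the same measure. None of the genes printed in Fig. 1A is an Atp2 gene. A dimmer probe set of Atp2c1 differed by −3.29, from 6.99 in WT, which is above the filter, to 3.70 in P4H-TM KO, another, below the filter on both arrays, differed by 0.64, and the average over its probe sets was −0.486.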

Other observations

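Immediate early genes included Fos and Arc, which mark recent neuronal activity, with log2 differences of 0.92 and 0.67 between P4H-TM KO and WT cortex, and 23 of 25 members had higher values. Among heat shock proteins, with a list median of 0.035 at the 93.8 percentile of random lists and a mean of 0.09 at the 98.8 percentile, and with a median of 0.05 at the 98.5 percentile with probe sets averaged, Hspb1 had the highest difference, 0.56. Among meninges markers, 14 of 15 had higher values, led by the growth factor binding protein gene Igfbp2 (0.93) and the proteoglycan gene Dcn (0.90, with 0.10 on its other probe set). Among collagen synthesis genes, Col6a1 and Col3a1 differed by 0.70 and 0.65 and Col6a3 by −0.53. The smooth muscle actin gene Acta2 differed by 0.63 on its brightest probe set, but by 0.337 with probe sets averaged and 0.31 without probe sets that can match other transcripts, which is below 1.5-fold. The myelin genes Cldn11 and Opalin each differed by −0.34. Of the neuron lists, excitatory neuron markers had a median of −0.03 at the 7.92 percentile and interneuron markers one of 0.02 at the 71.1 percentile. With probe sets averaged, these were −0.05 at the 2.38 percentile and 0.05 at the 97.7 percentile, whereas the mean over the excitatory neuron markers was 0.05 at the 93.8 percentile. Without Nos1, which is printed in Fig. 1A, the interneuron median was 0.00 at the 42.5 percentile, an alternative chosen after the values were seen.

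The paper studied calcium handling proteins in cultured astrocytes, and the cortex arrays give these values for genes of the same pathways. Stim1 differed by −0.03, Stim2 by −0.06, Orai1 by 0.03, Orai2 by −0.05 and Orai3 by −0.04. Second probe sets, above the filter, differed by −0.06 for Stim1, 0.00 for Stim2, 0.22 for Orai1 and −0.11 for Orai2. The store-operated calcium entry list had a median of −0.03 at the 19.0 percentile. Mcu differed by −0.01 and Mcur1 by −0.10, in a list of mitochondrial calcium uptake with a median of 0.01 at the 61.6 percentile. The other probe set differed by 0.11 for Mcu, below the filter, and by 0.04 for Mcur1. Sec61a1 and Sec61b differed by −0.07 and 0.05, and the probe sets of Sec61a1 ranged from −0.18 to 0.09. The Sec61 translocon list, which shares 1 gene with the unfolded protein response list, had a median of 0.05 at the 95.6 percentile, which was 0.02 at 68.2 with probe sets averaged and 0.08 at 99.6 without probe sets that can match other transcripts. Hif1a, Epas1, Egln1, Egln2 and Egln3 differed by 0.02, 0.01, 0.00, 0.08 and 0.03. HIF target genes had a median of 0.03 at the 94.2 percentile, with none of 33 at 1.5-fold, which was 0.04 at 97.46 with probe sets averaged and a mean of 0.0155 at 72.5. Vamp2 differed by 0.01, and the synaptic vesicle cycle list had a median of 0.01 at the 69.3 percentile, or 0.03 at 93.2 with probe sets averaged.

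Mitochondrial fission and fusion genes had a median of −0.02 at the 16.6 percentile, ribosomal proteins one of −0.01 at 27.3 and microglia markers one of −0.03 at 10.4. The sign turned for the first with probe sets averaged, to 0.01 at 56.1, and for the second without probe sets that can match other transcripts, to 0.01 at 73.9. Markers of the striatum had a median of −0.045 at the 10.5 percentile, of the thalamus and habenula −0.02 at 27.4 and of the hypothalamus 0.03 at 84.1, or 0.095 at 95.8 over its 6 genes above the filter. The thalamus and habenula median was 0.06 at the 97.6 percentile with probe sets averaged, and the mean over its members was −0.08 at the 1.92 percentile. The 4 measured sex-linked genes had a median of 0.03 at the 66.6 percentile. All 24 probe sets for the poly-A spike controls had lower values on the P4H-TM KO array, with a median difference of −0.155.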
